# cIAP1 regulates the EGFR/Snai2 axis in triple-negative breast cancer cells

**DOI:** 10.1038/s41418-018-0100-0

**Published:** 2018-04-19

**Authors:** Maria Teresa Majorini, Giacomo Manenti, Miguel Mano, Loris De Cecco, Annalisa Conti, Patrizia Pinciroli, Enrico Fontanella, Elda Tagliabue, Claudia Chiodoni, Mario Paolo Colombo, Domenico Delia, Daniele Lecis

## Abstract

Inhibitor of apoptosis (IAP) proteins constitute a family of conserved molecules that regulate both apoptosis and receptor signaling. They are often deregulated in cancer cells and represent potential targets for therapy. In our work, we investigated the effect of IAP inhibition in vivo to identify novel downstream genes expressed in an IAP-dependent manner that could contribute to cancer aggressiveness. To this end, immunocompromised mice engrafted subcutaneously with the triple-negative breast cancer MDA-MB231 cell line were treated with SM83, a Smac mimetic that acts as a pan-IAP inhibitor, and tumor nodules were profiled for gene expression. SM83 reduced the expression of Snai2, an epithelial-to-mesenchymal transition factor often associated with increased stem-like properties and metastatic potential especially in breast cancer cells. By testing several breast cancer cell lines, we demonstrated that Snai2 downregulation prevents cell motility and that its expression is promoted by cIAP1. In fact, the chemical or genetic inhibition of cIAP1 blocked epidermal growth factor receptor (EGFR)-dependent activation of the mitogen-activated protein kinase (MAPK) pathway and caused the reduction of Snai2 transcription levels. In a number of breast cancer cell lines, cIAP1 depletion also resulted in a reduction of EGFR protein levels which derived from the decrease of its gene transcription, though, paradoxically, the silencing of cIAP1 promoted EGFR protein stability rather than its degradation. Finally, we provided evidence that IAP inhibition displays an anti-tumor and anti-metastasis effect in vivo. In conclusion, our work indicates that IAP-targeted therapy could contribute to EGFR inhibition and to the reduction of its downstream mediators. This approach could be particularly effective in tumors characterized by high levels of EGFR and Snai2, such as triple-negative breast cancer.

## Introduction

Triple-negative breast cancers (TNBCs) are characterized by the lack of estrogen receptor (ER), progesterone receptor (PR), and HER2 expression, and account for about 15% of all invasive breast cancers [1]. TNBC patients are treated with chemotherapy, usually doxorubicin and taxanes, but do not benefit from endocrine or HER2-directed therapy [1]. Moreover, few intervention opportunities are currently available for the many patients who develop metastatic recurrences. About 80% of TNBCs are defined basal-like according to their gene expression profiles which are reminiscent of breast basal or myoepithelial cells. From an immunophenotypical viewpoint, basal-like cells are characterized by cytokeratin 5/6 and epidermal growth factor receptor (EGFR) positivity [2]. The latter is a key regulator of cell proliferation, survival, and metabolism [3], and its overexpression has been associated with poor clinical outcomes. Nonetheless, anti-EGFR therapy is less effective in breast cancer than in lung, colon, head, and neck cancers [4] and there is therefore the need to fully understand the mechanisms underlying EGFR regulation to design novel targeted strategies.

EGFR exerts its function by modulating many signaling pathways and activating mitogen-activated protein kinases (MAPKs), which in turn promote Snai2 accumulation [5]. Accordingly, this transcription factor is expressed upon EGFR activation [6–10]. Snai2, also known as Slug, first described as an epithelial-to-mesenchymal transition (EMT) regulator capable of inhibiting E-Cadherin expression [11], has also been shown to promote the basal cell program [12, 13], and to play a role in normal mammary gland morphogenesis [14, 15]. Snai2 prevents stem cell differentiation through the functional interaction with other EMT mediators [16]. Moreover, by binding with histone modifying enzymes such as LSD1 [14], it affects the expression of a plethora of genes.

In cancer cells, Snai2 promotes aggressiveness and resistance to therapy [17–19] by favoring cancer cell stem-like [20] and EMT properties [7, 21, 22], especially in breast cancer [23], and it supports metastasis formation by increasing plasticity, cell motility [12] and resistance to detachment-induced cell death. Interestingly, Snai2 knockdown results in reduced invasion and metastasis formation in breast cancer models [24], making Snai2 an attractive target for cancer therapy even though specific inhibitors are not available yet.

Inhibitor of apoptosis proteins (IAPs) constitute a family of molecules which prevent cell death and regulate a number of signaling pathways [25]. IAPs are often deregulated in tumors and have been associated with poor prognosis by increasing cancer cell aggressiveness and resistance to therapy [26]. For this reason, a class of small molecules, called Smac mimetics (SMs), has been designed to target cellular IAP1 (cIAP1), cIAP2, and x-linked IAP (XIAP) [27–29]. These compounds increase the cytotoxic activity of traditional chemotherapy and prevent IAP-mediated activation of several signaling pathways [30]. We have previously demonstrated that SM83, a bivalent SM developed by us, can efficiently deplete cIAP1 and cIAP2 both in vitro and in vivo [29, 31]. By exploiting this molecule, we demonstrate here that cIAP1 is a novel regulator of EGFR expression and signaling. Moreover, we show that cIAP1 inhibition prevents EGFR-dependent expression of Snai2 and therefore the targeting of this IAP represents a new approach to reduce the aggressiveness of tumors characterized by high levels of EGFR and Snai2, such as TNBCs.

## Results

### SM83 treatment affects gene expression of MDA-MB231 primary tumors

To identify genes that are transcriptionally regulated by IAPs in vivo, we treated NOD/SCID mice bearing subcutaneous triple-negative breast MDA-MB231 tumors with the pan-IAP inhibitor SM83 (Fig. 1a, upper panel) and found out that tumor growth was reduced by about 50% (Fig. 1a, bottom panel). 

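The nodules behind the gene expression profile came from MDA-MB231 cells, a human triple-negative breast cancer line, grown under the skin of NOD/SCID mice, which lack T and B cells and accept human grafts. SM83 is a Smac mimetic, a compound that binds inhibitor of apoptosis proteins and triggers the degradation of cIAP1 and cIAP2. Nodules of 4 mice given SM83 (mice 22, 26, 27 and 29) and of 4 untreated mice (23, 24, 25 and 31) were profiled, 1 array per mouse. SM83 was injected at 5 mg/kg 5 times per week, for 3 weeks according to the paper's methods and for 2 weeks according to the deposited labels, and nodules were collected 6 h after the last injection. RNA was hybridised to Illumina HT-12 arrays, all on 1 BeadChip, and the scanner software gave a linear intensity and a detection p-value for each of 47322 probes. The authors analysed these with the R packages lumi and limma and kept probes with an absolute fold change above 1.5 and an FDR under 0.05. The paper's text names no background correction, normalization or filter on dim probes. Here the unnormalized intensities were background-corrected with normexp, quantile-normalized and put on the log2 scale (limma's neqc, offset 16). Detection p-values under 0.05 were found for 20600 to 21059 probes (median 20754) per SM83-treated nodule and for 20560 to 21788 (median 21599) per untreated nodule. The median raw intensity of detected probes was 438 to 499 with SM83 and 496 to 599 without it, against 94.0 to 108 for undetected probes, so quantile normalization removed an overall difference in brightness between the groups. The 21188 probes detected on at least 4 arrays were tested with limma at the paper's thresholds, and 11914 genes had a named probe among them. A gene is represented by its detected probe of the highest mean intensity. The number of arrays, 4 per group, limits the precision of every fold change. Part of the RNA in such nodules is of mouse origin, and the human probes were not screened for binding of mouse transcripts.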

We then tested the efficacy of the treatment at molecular level by evaluating the levels of the known targets of SMs and confirmed that SM83 reduced the levels of cIAP1, cIAP2, and XIAP (Fig. 1b). As SMs are known to trigger the degradative ubiquitination of cIAP1 and cIAP2, but not of XIAP, we investigated the potential mechanism underlying the reduction of XIAP protein levels and concluded that this is likely a consequence of cIAP1 downregulation, rather than being a direct effect of SM83 treatment. In fact, in vitro treatment with SM83 and silencing of cIAP1 were both sufficient to induce XIAP downregulation in MDA-MB231 cells (Fig. 1c).

**Fig. 1:**
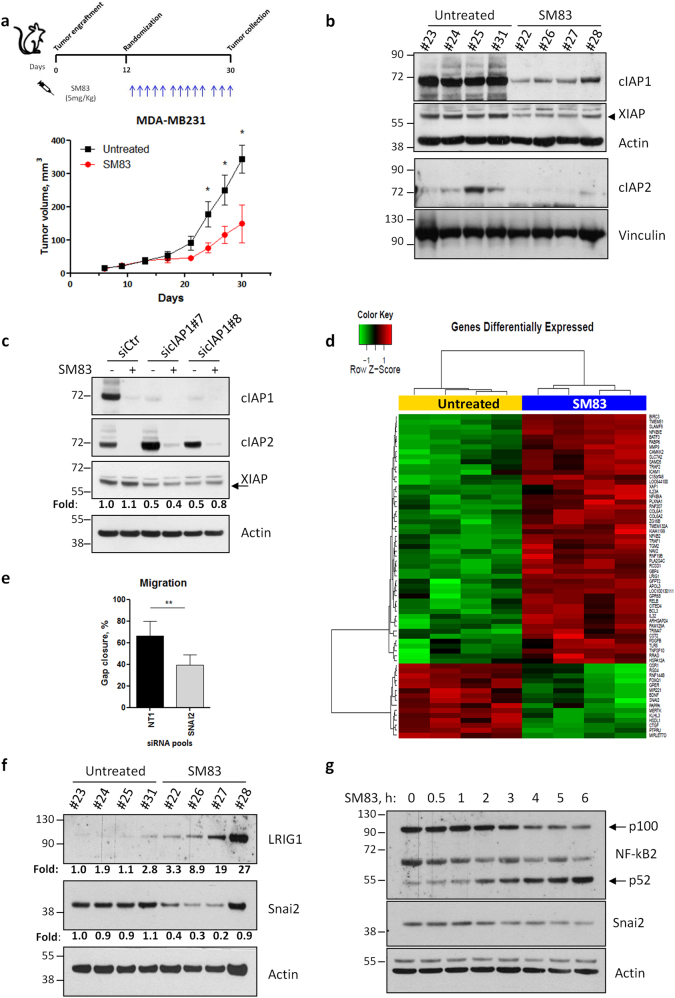
Treatment with SM83 reduces the expression of Snai2 both in vivo and in vitro. **a** NOD/SCID mice engrafted subcutaneously with 5 × 10^6^ MDA-MB231 were treated with intraperitoneal injection of SM83 (5 mg/kg, 5 times/week) or left untreated (4 mice/group) until the end of the experiment. Schedule of the experiment (upper panel) and tumor volumes (bottom panel) measured twice a week (significant differences in days 24, 27, and 30. *P = 0.0476, 0.0391, and 0.0344, respectively. Unpaired two-tailed *t-*test). **b** Six hours after the last injection, mice were killed, nodules collected, and analyzed by western blot to detect the levels of SM83 targets cIAP1, cIAP2, and XIAP. Actin and vinculin are shown as loading controls. **c** MDA-MB231 cells transfected in vitro with two siRNAs targeting cIAP1 were treated or not with 100 nM SM83 for 1 h. Western blots were performed to evaluate the levels of cIAP1, cIAP2, and XIAP 72 h after transfection. Values show the fold levels of XIAP. **d** Differentially expressed genes: heat map showing the 50 genes significantly upregulated and the 15 downregulated by SM83 in MDA-MB231 nodules collected as described in Fig. 1a. **e** Wound-healing experiments performed with MDA-MB231 cells transfected with control (NT1) or Snai2-specific siRNAs (*n* = 4, **P = 0.0033. Unpaired two-tailed *t-*test). The graph shows the percentage of gap closure after 24 h of migration. The complete experiment with the other siRNAs tested is shown in Fig. S2a. **f** The levels of Snai2, downregulated in the GEP shown in Fig. 1d, and LRIG1, upregulated, were evaluated by western blot performed with lysates of MDA-MB231 nodules. Values show the fold levels of Snai2 and LRIG1 normalized to Actin levels. **g** Levels of Snai2 in MDA-MB231 cells treated with 100 nM SM83 in time-course experiments. Cleavage of p100 NF-kB2 into the p52 form was used to verify the expected activation of the non-canonical NF-kB pathway upon SM83 administration

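Among the genes called higher in the SM83-treated nodules, MMP9, a gelatinase that cleaves basement membrane collagen, had the largest rise, with a log2 fold change of 4.43 (standard error 0.42, adjusted p = 0.00129 from limma, n = 4 per group). Its probe was above background on 4 of 4 arrays with SM83 and on 1 of 4 without, and the log2 fold change was 3.14 to 4.85 over 19 alternative settings, under each of which it was called. COL6A2 and COL6A1, which encode chains of collagen VI, rose by 2.17 (standard error 0.18, adjusted p = 0.000654) and 1.15 (standard error 0.17, adjusted p = 0.0259). CEMIP, a hyaluronan-binding protein involved in hyaluronan breakdown, had a detection p-value under 0.05 in no untreated nodule and was called higher (adjusted p = 0.0128 from limma). Set against the lowest signals detected on the untreated arrays, its mean with SM83 was 2.85-fold higher, a figure that holds no sampling error. Among signaling genes, TRAF1, an adaptor of TNF receptors, rose by 1.98, NFKB2, the precursor of the p52 subunit of NF-kB, by 1.32, and NFKBIE, an inhibitor that holds NF-kB in the cytoplasm, by 1.19. SLAMF8, a receptor of the SLAM family, rose by 2.12 (1.195 to 2.24 over 19 alternative settings, all called) and was above background in 1 of 4 untreated nodules. CST2 (1.59), LRIG1 (1.51), TMEM51 (1.35), the cytokine gene IL32 (1.21), CITED4 (1.15), the interferon-induced GTPase gene GBP4 (1.14) and ZG16B (1.11) complete the 15 with the largest log2 fold change among the genes called higher by their representative probe. IL32 lost its call under 10 of 20 alternative settings, ZG16B under 9, CITED4 under 8, CST2 under 7, COL6A1 under 6, and the others of the 15 under at most 2. Markers of fibroblasts and pericytes, which also make collagen VI, had a median log2 fold change of 0.31 in the same nodules (12 measured, none called, 0 when adjusted over the list alone, adjusted p = 0.0335 by limma's camera test, adjusted p = 0.473 with an estimated correlation, adjusted p = 0.314 by fry), and the list was called under 12 of 22 alternative settings, with an adjusted p of up to 0.524. KLHL3, an adaptor of a ubiquitin ligase, fell by 1.12 on the log2 scale, BDNF, a neurotrophin, by 0.96 (its other two probes gave 0.10, adjusted p = 0.916, and -0.36, adjusted p = 0.529), MERTK, a receptor tyrosine kinase, by 0.89, a probe listed for the microRNA gene MIRLET7D by 0.81 and PTPRU, a receptor tyrosine phosphatase, by 0.72. Calls were lost under 8 of 19 alternative settings for KLHL3, 8 of 20 each for BDNF, MIRLET7D and PTPRU, and 4 of 20 for MERTK.

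**Figure D1:**
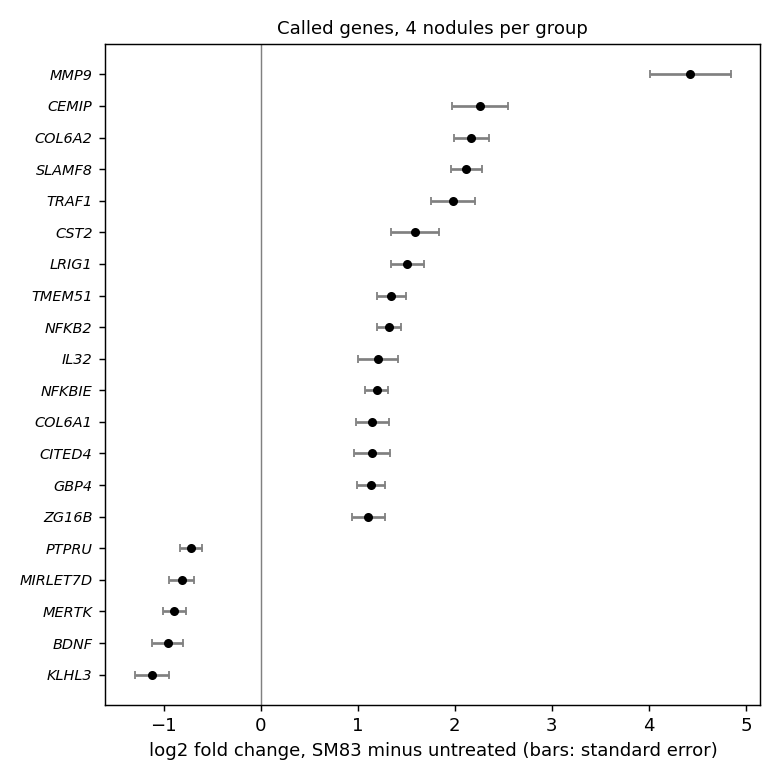
Log2 fold changes of SM83-treated minus untreated nodules for the 15 genes with the largest rise and the 5 genes with a fall among those called by their representative probe, 4 nodules per group. Points are estimates from limma, bars are standard errors, and the vertical line marks no change. MMP9 lies furthest to the right at 4.43 and KLHL3 furthest to the left at -1.12, and the points of MMP9, SLAMF8 and CEMIP rest on untreated signals not well above background in 3, 3 and 4 of 4 nodules.

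At a fold change above 1.5 and an FDR under 0.05, 48 of 21188 probes were called with limma, 39 higher and 9 lower with SM83. They name 36 genes, 29 higher and 7 lower, and 7 called probes have no gene in the annotation used here. Over all 21188 tested probes, the 4 SM83 values did not overlap the 4 untreated values in 1284, where chance gives 2.86% of probes on average. Probes of the same nodules are not independent and no spread of that share was computed, so the difference was not tested. Called probes numbered 18 without nodule 22, 27 or 31, 15 without nodule 24 and 26 without nodule 29, 90 with a variance trend and robust priors, 134 with array weights and 14 with limma's treat at 1.2-fold. With arrays scaled to a common median in place of quantile normalization, 15 probes were higher and 16 lower, and the median log2 fold change of the 21188 tested probes was -0.18.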

MDA-MB231 nodules were collected 6 h after the last treatment and profiled for gene expression, which showed 65 genes significantly modified by SM83 treatment, 50 being upregulated, and 15 downregulated (Fig. 1d). As expected, GSEA analysis revealed that SM83 treatment perturbed the expression of genes playing a role in NF-kB regulation or being targets of this pathway (Fig. S1). 

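Genes that encode NF-kB itself or restrain it were among those raised by SM83. Of 16 NF-kB subunits and inhibitors, 15 were measured, 3 rose, none fell and 12 did not pass the test (6 higher and 0 lower when adjusted over the list alone). The 3 were NFKB2, NFKBIE and BCL3, a co-activator of p50 and p52 dimers, which rose by 0.88 (standard error 0.13, adjusted p = 0.0303 from limma, not called under 7 of 20 alternative settings, at up to 0.133). RELB, the partner of p52 in the non-canonical pathway, had a log2 fold change of 0.94 (standard error 0.16, adjusted p = 0.0557), and NFKBIA one of 0.68 (standard error 0.13, adjusted p = 0.0929). RELA, the main canonical subunit, had one of 0.01 (standard error 0.19, adjusted p = 0.992) and NFKB1 one of 0.31 (standard error 0.11, adjusted p = 0.387). As a group these genes were higher than the other genes by limma's camera test, with a median log2 fold change of 0.40 (adjusted p = 1.47e-10 over 25 lists with a preset correlation, adjusted p = 0.143 with an estimated correlation).

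**Figure D2:**
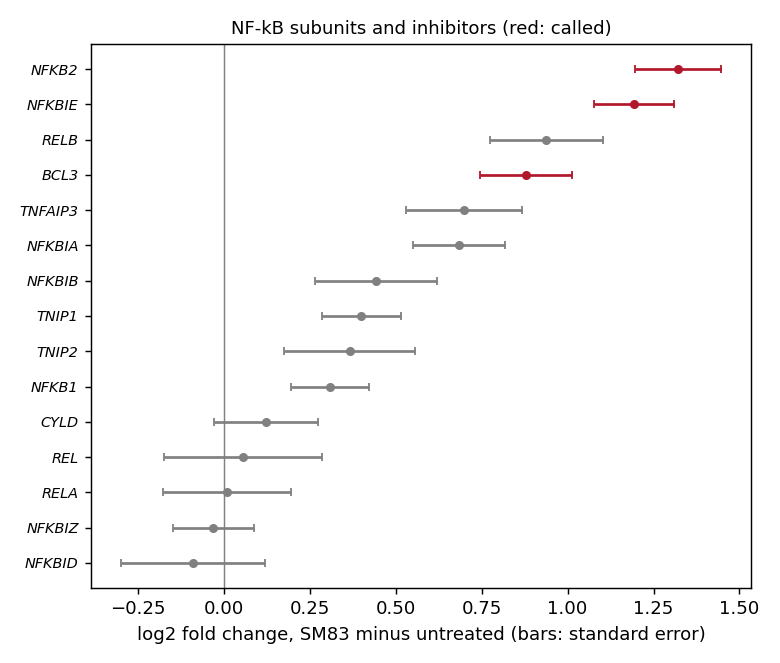
Log2 fold changes of SM83-treated minus untreated nodules for the 15 measured NF-kB subunits and inhibitors, 4 nodules per group, with standard errors as bars and the genes that passed the test in red. NFKB2 and NFKBIE lie at 1.32 and 1.19, while RELA lies at 0.01.

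Of 141 measured TNF and NF-kB response genes, 5 rose, none fell and 136 did not pass the test (17 higher and 0 lower when adjusted over the list alone). The 5 were NFKB2, NFKBIE, BCL3, TRAF1 and RNF19B, a ubiquitin ligase gene that rose by 0.88. Their camera test gave an adjusted p of 4.06e-05 and, with an estimated correlation, an adjusted p of 0.143, at a median log2 fold change of 0.08. A rotation test of direction with limma's fry gave adjusted p-values of 0.0107 for the subunits and inhibitors and 0.0342 for the response genes. Both lists were written after reading the labels of Fig. 1d, which show several members, so these tests are not independent evidence of direction. Of 24 measured genes of upstream NF-kB signaling, 1, TRAF1, rose and none fell (2 higher and 0 lower when adjusted over the list alone). From its gene set analysis the paper states that SM83 perturbed genes that regulate NF-kB or are targets of it.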

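The legend of Fig. S2 lists 13 genes taken from those lower in the SM83-treated nodules. All 13 had lower values with SM83 by their representative probe, and in each the 4 SM83 values lay below the 4 untreated values. By representative probe 4 of the 13 passed the test with limma, MERTK (standard error 0.12, adjusted p = 0.0152), KLHL3 (standard error 0.17, adjusted p = 0.0344), PTPRU (standard error 0.12, adjusted p = 0.0384) and BDNF (standard error 0.16, adjusted p = 0.0431). GPER1, a G protein-coupled estrogen receptor, passed with another of its probes, which fell by 0.74 on the log2 scale (adjusted p = 0.0404). Its brightest probe gave -0.71 (adjusted p = 0.112). SNAI2, the transcription factor that represses epithelial genes in epithelial-mesenchymal transition, had a normalized log2 intensity of 9.69 ± 0.35 (SD, n = 4) with SM83 and 10.57 ± 0.25 (SD, n = 4) without. The log2 fold change was -0.88 (standard error 0.19, 95% confidence interval -1.29 to -0.46, adjusted p = 0.117 from limma), and a second probe gave -0.94 (standard error 0.21, adjusted p = 0.120). A two-sided exact permutation test of the first probe gave p = 0.0286, the smallest that 4 nodules against 4 allow. Every probe whose groups do not overlap gives this p, as 1284 of the 21188 tested probes do. The study chose SNAI2 on these nodules, so this p is not independent evidence. The other 7 genes did not pass either, at -0.63 for CCN2 (adjusted p = 0.053), a matricellular protein also known as CTGF, -1.08 for OSR1 (adjusted p = 0.0688), -0.73 for HSDL1 (adjusted p = 0.0764), -0.70 for RNF144B (adjusted p = 0.0929), -0.91 for FOXQ1 (adjusted p = 0.0964), -1.06 for RGS4 (adjusted p = 0.0964) and -1.19 for PAPPA (adjusted p = 0.102). The study chose these genes on these nodules, so their number is not independent evidence. With a mean-variance trend and robust priors in limma, 12 of the 13 passed, SNAI2 among them (adjusted p = 0.0346), and with array weights 10 passed and SNAI2 was at -1.07 (adjusted p = 0.0262, over all settings 0.0262 to 0.320). With the authors' processed table, which was not background-corrected, SNAI2 was at -0.81 (adjusted p = 0.0514 from limma). The 4 calls became 2 without nodule 25 or 29, 1 without nodule 22, 23 or 26 and 0 without nodule 24, 27 or 31, and 8 to 10 with median scaling, no background correction, an offset of 50 or the authors' processed table.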

We focused on the 15 genes downregulated by SM83 and studied the effect of knocking down each of these genes in wound-healing and proliferation experiments, hypothesizing that their reduction could contribute to SM83 anti-tumor activity. By using this approach, we found that Snai2 depletion was the most effective in reducing MDA-MB231 cell motility, with little effect on cell proliferation (Fig. 1e and S2a–b).

We next checked whether SM83 administration affects Snai2 levels also at the protein level and confirmed a marked reduction in primary tumors (Fig. 1f). 

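LRIG1, a transmembrane protein that restrains ErbB receptors, was higher in every SM83-treated nodule than in any untreated one. Its normalized log2 intensity was 11.27 ± 0.25 (SD, n = 4) with SM83 and 9.76 ± 0.27 (SD, n = 4) without. This is a log2 fold change of 1.51 (standard error 0.17, 95% confidence interval 1.14 to 1.88, adjusted p = 0.00461 from limma). The exact permutation test, two-sided, gave p = 0.0286 for 4 nodules against 4. The paper named LRIG1 from its profile of these nodules, so this p is not independent evidence. A second LRIG1 probe gave 1.75 (standard error 0.12, adjusted p = 0.000451 from limma). By log2 fold change LRIG1 ranked 10 among the 11914 genes measured, counted from the largest rise. It was called under every one of the 20 alternative settings run for it, with log2 fold changes from 1.29 to 1.61.

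**Figure D3:**
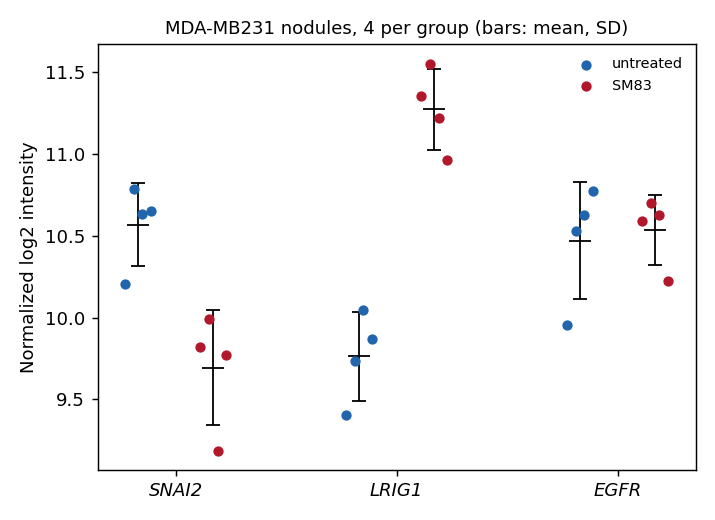
Normalized log2 intensity of SNAI2, LRIG1 and EGFR in each of 4 untreated and 4 SM83-treated MDA-MB231 nodules, with the mean and SD as bars. The SM83-treated nodules lie below the untreated ones for SNAI2 and above them for LRIG1, and both groups overlap for the brighter EGFR probe, the one shown.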

As a control, we also verified the upregulation of LRIG1 (Fig. 1f), an ubiquitin-ligase known to be upregulated by SM treatment and which we found significantly induced in our gene profiling experiments (Fig. 1d). Finally, the capacity of SM83 treatment to reduce Snai2 was also confirmed in vitro in time-course experiments (Fig. 1g), which showed a gradual downregulation of Snai2, paralleled by the predicted activation of the non-canonical NF-kB pathway.

### Snai2 levels are determined by cIAP1, but not by cIAP2 or XIAP, expression

As SM83 targets different IAPs, we investigated which of the known targets was responsible for SM83-mediated reduction of Snai2 levels. For this reason, cIAP1 and cIAP2 (Fig. 2a) were silenced in MDA-MB231 cells finding that depletion of cIAP1 was sufficient to reduce Snai2 levels, whereas depletion of cIAP2 had no effect. Silencing of XIAP did not affect Snai2 levels in MDA-MB231 cells, while it slightly reduced Snai2 levels in BT549 cells (Fig. 2b), although to a lesser extent compared to cIAP1. Of note, cIAP1 silencing did not affect XIAP levels in BT549 cells in contrast to what found in MDA-MB231 cells (Fig. 1c). The reduction of Snai2 mediated by cIAP1 silencing was further confirmed by using two different siRNAs and employing a number of breast cancer cell lines expressing detectable levels of Snai2 (Fig. 2c). In all the cells lines tested, cIAP1 silencing reduced Snai2 levels, confirming a widely valid regulation of Snai2 by this IAP. Nonetheless, we considered the possibility that Snai2 downregulation could be caused by a toxic effect of IAP targeting. In fact, a small percentage of cancer cell lines are known to be killed by SMs in monotherapy. Therefore, the cell lines transfected in Fig. 2c were treated with 100 nM SM83, finding that MDA-MB231 and BT549 cells were the only ones sensitive to the treatment (Fig. 2d) at this concentration. So, the latter two cell lines were pre-treated with the pan-caspase inhibitor z-VAD, which, however, was not able to prevent the SM83-dependent downregulation of Snai2 (Fig. 2e), suggesting that this reduction is a direct effect of cIAP1 inhibition and not a side effect of toxicity.

**Fig. 2:**
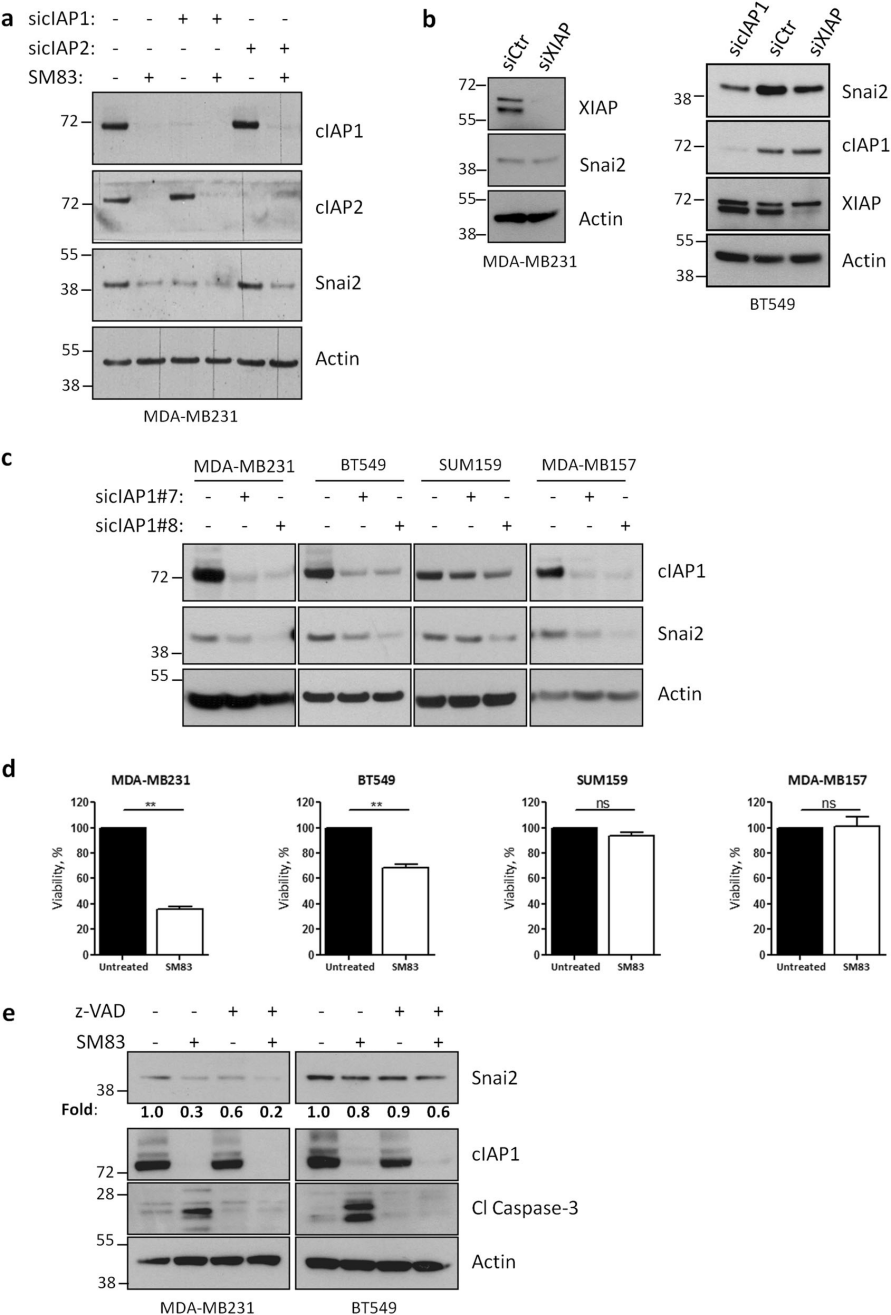
Snai2 expression is promoted by cIAP1, but not cIAP2 or XIAP. **a** Western blot showing the levels of Snai2 in MDA-MB231 cells transfected with siRNAs specific for cIAP1 or cIAP2, and, after 72 h, treated with 100 nM SM83 for further 6 h. **b** MDA-MB231 and BT549 cells were transfected as in Fig. 2a with siRNAs targeting XIAP and cIAP1, and western blot was performed to detect the levels of Snai2. **c** MDA-MB231, BT549, SUM159, and MDA-MB157 cells were transfected with two siRNAs specific for cIAP1 and the levels of Snai2 were detected. **d** The same cell lines employed in Fig. 2c were treated with 100 nM SM83 and viability tested with CellTiter-Glo assay 24 h later (two-tailed paired *t-*test, *n* = 3. MDA-MB231 **P = 0.0011; BT549 **P = 0.0082; SUM159 and MDA-MB157; ns not significant). **e** SM83 (100 nM) was used to treat MDA-MB231 and BT549 cells, pre-treated or not 1 h with 20 µM z-VAD, for 6 h and then cells were analyzed by western blot to detect the total levels of Snai2 and cIAP1, and the cleaved form of caspase-3. Values show the fold levels of Snai2 relative to untreated cells

### Snai2 expression is stimulated by EGFR in a MAPK-dependent manner

As IAPs are apical regulators of several pathways, we questioned which of these pathways were responsible for Snai2 regulation by using specific inhibitors for PI3K, AKT, MEK, and p38. The MEK inhibitor UO126 strongly and reproducibly reduced the expression of Snai2 in all cell lines tested (Fig. 3a) and the same effect was obtained upon ERK1 and ERK2 silencing (Fig. 3b). Importantly, Snai2 is more expressed in basal-like breast cancer cells (Fig. 3c), which are often characterized by increased levels of EGFR, and a correlation exists between EGFR and Snai2 expression in several cancer types, among whom breast cancer (Fig. 3d). Hence, we focused on the EGFR/MAPK pathway and stimulated EGFR with two of its known ligands, EGF and TGFα. As expected, the stimulation increased the expression of Snai2 (Fig. 3e) and this was attenuated by pre-treatment with the EGFR-specific inhibitor cetuximab, which reduced EGFR and ERK1/2 activation, and eventually resulted in limited EGF-dependent stimulation of Snai2 (Fig. 3f, g). Notably, increased levels of Snai2 were also seen in normal mammary epithelial cell lines upon EGFR stimulation or in the presence of constitutive expression of active EGFR mutant (Fig. 3h), suggesting that aberrant activation of EGFR can promote Snai2 expression.

**Fig. 3:**
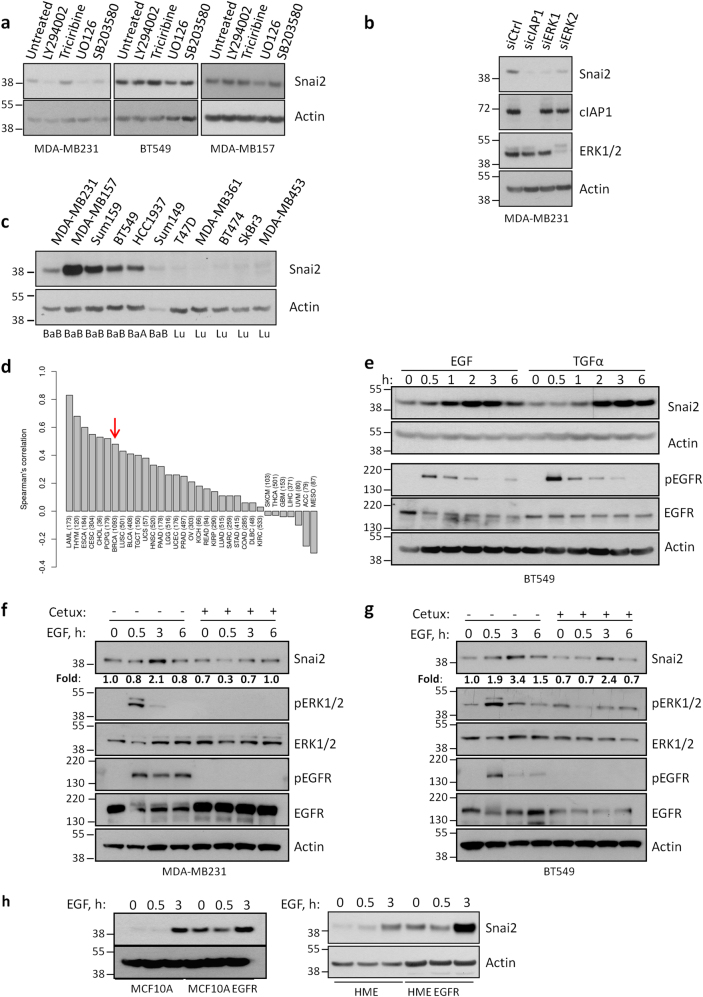
EGFR promotes Snai2 expression in a MAPK-dependent manner. **a** MDA-MB231, BT549, and MDA-MB157 cells were harvested after treatment for 2 h with 10 μM inhibitor of PI3K (LY294002), AKT (Triciribine), MEK (UO126), and p38 (SB203580). Western blot was performed to analyze the levels of Snai2. **b** MDA-MB231 cells were transfected with siRNAs specific for cIAP1, ERK1, and ERK2 to detect the levels of Snai2 72 h after transfection. cIAP1 and ERK1/2 are shown to control the silencing efficiency. **c** A panel of breast cancer cell lines was tested to compare the levels of Snai2. BaA basal “A”, BaB basal “B”, Lu Luminal [55]. **d** For each cancer type available in the TCGA study, Spearman’s correlation between EGFR and SNAI2 was calculated using RNA-Seq data (expressed as log2 counts per million mapped reads). Only primary tumors were considered in the analysis. Red arrow indicates the correlation bar in breast cancers. **e** BT549 cells were serum-starved overnight and then stimulated with 20 ng/ml EGF and TGFα in time-course experiments. Snai2 levels are shown together with total and activated levels of EGFR. MDA-MB231 (**f**) and BT549 (**g**) cells were serum-starved overnight, pre-treated or not with 100 μg/ml cetuximab for 1 h and then stimulated with 20 ng/ml EGF for the indicated time points. Western blot was performed to detect Snai2 levels, total ERK1/2 and EGFR, and their activated levels. Values show the fold levels of Snai2 relative to untreated cells. **h** Human mammary epithelial cell lines, parental and bearing mutated EGFR, were serum-starved and stimulated with 20 ng/ml EGF for the indicated times to evaluate Snai2 levels

### Depletion of cIAP1 prevents EGFR-dependent activation of ERK1/2 and expression of Snai2

To elucidate the role of cIAP1 in EGFR regulation and ERK1/2 activation, experiments were performed in MDA-MB231 (Fig. 4a) and BT549 (Fig. 4b) cells silenced for cIAP1 and stimulated with EGF. Depletion of cIAP1 strongly reduced ERK1/2 phosphorylation (Fig. 4a, b), and prevented the accumulation of Snai2 upon EGF or TGFα exposure (Fig. 4c). Snai2 induction was also equally repressed in normal mammary epithelial cells bearing wild-type and mutated EGFR (Fig. 4d). Finally, we checked whether cIAP1 knockdown affected Snai2 accumulation by inhibiting its transcription, as observed in vivo with SM83 treatment, and found that cIAP1 silencing not only reduces the basal levels of Snai2 mRNA, but also prevents its EGFR-dependent increase, both in breast cancer (Fig. 4e) and normal mammary epithelial cells (Fig. 4f).

**Fig. 4:**
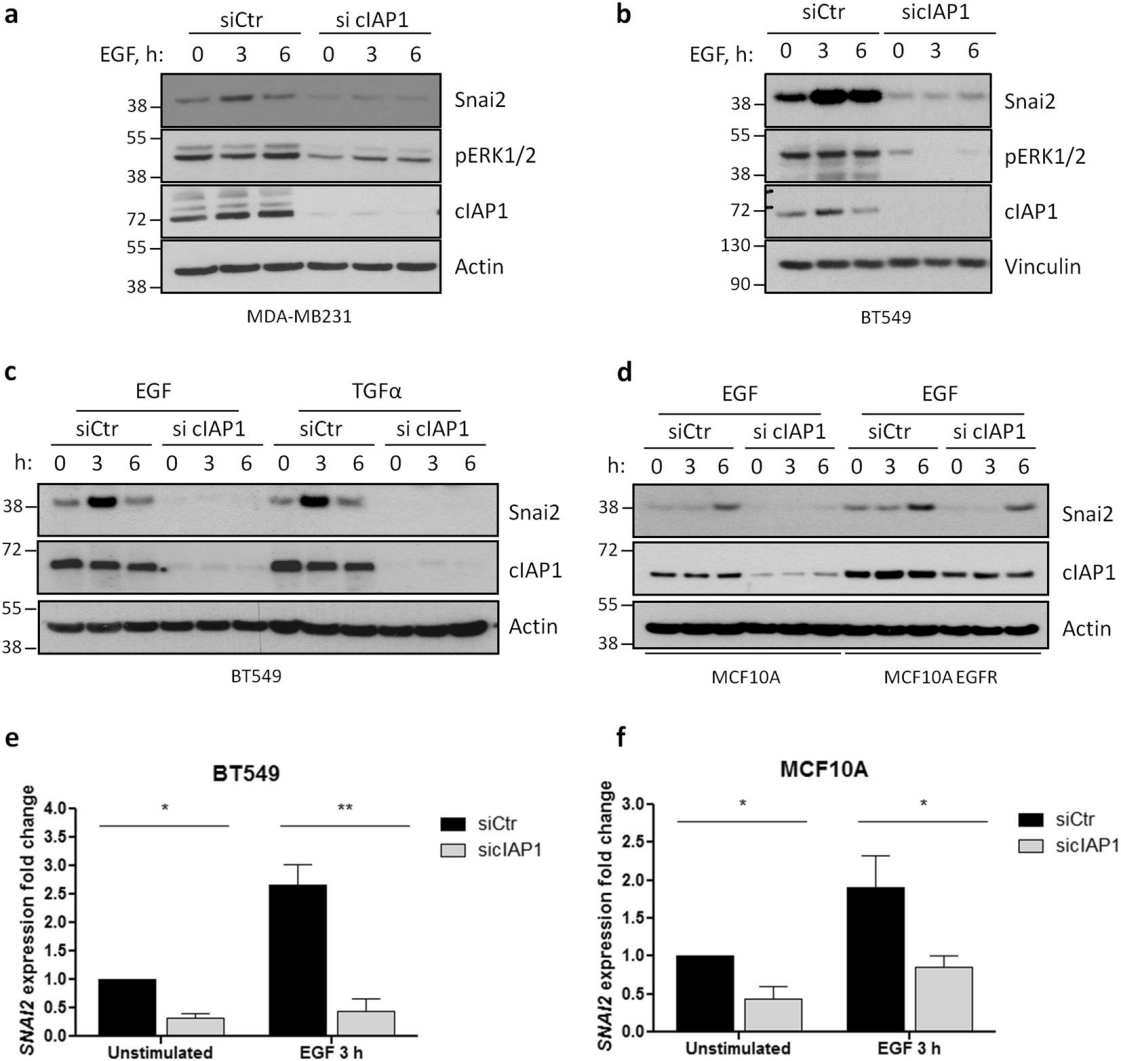
Depletion of cIAP1 hinders EGFR-dependent expression of Snai2. **a** MDA-MB231 and **b** BT549 cells were transfected with control or cIAP1-specific siRNAs and, after 48 h, serum-starved overnight. Then, cells were stimulated for the indicated time points with 50 ng/ml and 20 ng/ml EGF, respectively. Levels of Snai2 and activated ERK1/2 were detected, together with cIAP1, to check the transfection efficiency. **c** BT549 and **d** MCF10A—wild-type or bearing mutated EGFR—cells were transfected as in Fig. 4a and stimulated with the indicated EGFR ligands (20 ng/ml) to evaluate the expression of Snai2 by western blot. **e** BT549 and **f** MCF10A cells were transfected and serum-starved as described before, stimulated 3 h with 20 ng/ml EGF and lysed to extract RNA. Real-time PCR was performed to evaluate Snai2 fold expression relative to GAPDH. BT549: *P = 0.0151, **P = 0.0036; *n* = 3; MCF10A: unstimulated siCtr vs. sicIAP1 *P = 0.0290, EGF 3 h siCtr vs. sicIAP1 *P = 0.0330; *n* = 5; two-tailed paired *t-*test

### Knockdown of cIAP1 reduces EGFR levels

We then investigated the relationship between cIAP1 and EGFR signaling. In both cancer and normal mammary epithelial cell lines, cIAP1 depletion resulted in a marked drop of EGFR levels (Fig. 5a, b), which further decreased upon stimulation with EGF. Moreover, the ligand-induced EGFR foci detected in control cells were abrogated upon cIAP1 knockdown (Fig. 5c), suggesting an impaired receptor signal transduction. As LRIG1, a known EGFR inhibitor, is upregulated in cells treated with SM83 (Fig. 1d, f), we verified whether it plays a role in cIAP1-dependent regulation of EGFR. In cIAP1-silenced BT549 cells, LRIG1 levels increased both at transcriptional (Fig. 5d) and protein level (Fig. 5e), but, in spite of this, EGFR levels only marginally increased upon LRIG1 depletion (Fig. 5f). Moreover, the transcriptional upregulation of LRIG1 was not evident after cIAP1 knockdown in MCF10A cells (Fig. 5g), which however strongly reduced EGFR levels (Fig. 5b). Taken together, these findings lead us to conclude that LRIG1 upregulation may not be the only factor responsible for EGFR inhibition.

**Fig. 5:**
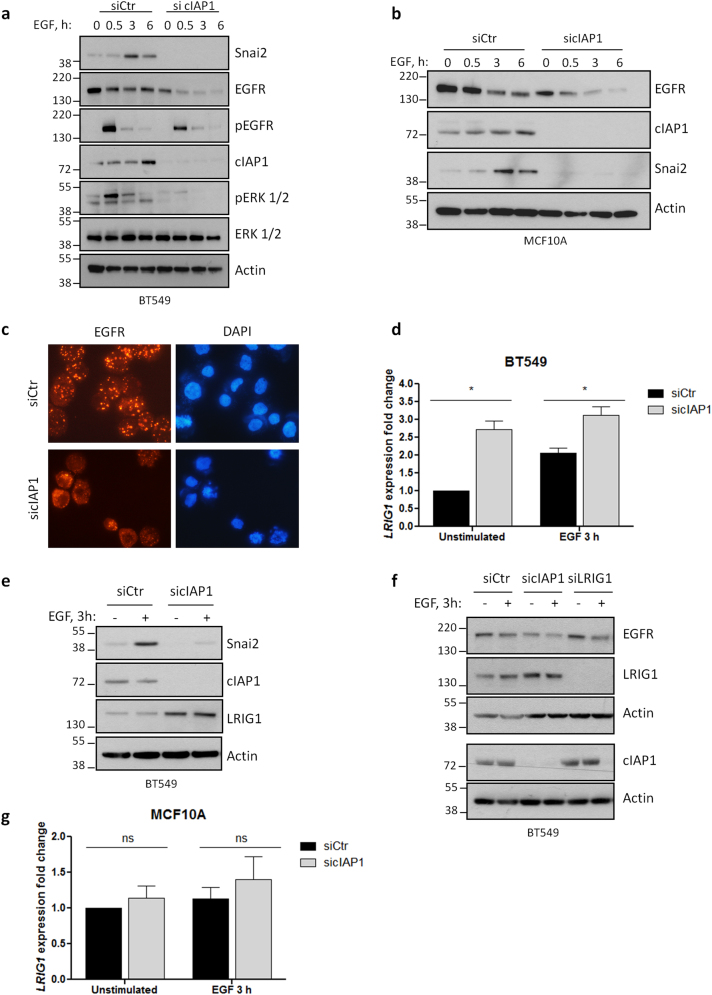
Silencing of cIAP1 reduces EGFR levels. **a** BT549 and **b** MCF10A cells were transfected with control or cIAP1-specific siRNAs before being serum-starved overnight, stimulated with 20 ng/ml EGF and analyzed by western blot to detect the indicate proteins. **c** BT549 cells were transfected with control or cIAP1-specific siRNAs and, after 48 h, cells were serum-starved for 24 h and then stimulated 30 min with 20 ng/ml EGF. Fixed cells were incubated with anti-EGFR antibody and nuclei stained with DAPI. **d** LRIG1 expression levels were evaluated by real-time PCR in BT549 cells serum-starved and stimulated with 20 ng/ml EGF after transfection with control or cIAP1-directed siRNAs. Unstimulated siCtr vs. sicIAP1 *P = 0.0175, EGF 3 h siCtr vs. sicIAP1 *P = 0.0341; *n* = 3; two-tailed paired *t-*test. **e** Levels of Snai2 and LRIG1 in BT549 cells silenced for cIAP1 and stimulated or not with 20 ng/ml EGF. **f** EGFR levels in BT549 cells silenced for cIAP1 and LRIG1, stimulated or not with 20 ng/ml EGF. **g** LRIG1 expression levels were evaluated by real-time PCR in MCF10A cells serum-starved and stimulated with 20 ng/ml EGF after transfection with control or cIAP1-directed siRNAs. ns not significant; *n* = 4; two-tailed paired *t-*test

### Depletion of cIAP1 favors EGFR protein stability, but reduces its transcription

Having shown that the absence of cIAP1 reduces the levels of EGFR (Fig. 5a, b), we checked whether cIAP1 directly promotes EGFR stability or whether it affects the capacity of c-Cbl, another ubiquitin ligase known to ubiquitinate EGFR, to degrade this receptor. In fact, both cIAP1 and c-Cbl interact with EGFR as show in proximity ligation assay (PLA) and by immunoprecipitation, respectively (Fig. 6a, b). However, cIAP1 depletion surprisingly did not reduce the stability of EGFR, but rather it increased its half-life as demonstrated by blocking protein synthesis with cycloheximide (Fig. 6c). Accordingly, the silencing of cIAP1 slightly reduced the levels and interaction of c-Cbl with EGFR (Fig. 6d), likely contributing to its increased stability. Concordant with this, overexpression of c-Cbl counteracted this effect and reduced the levels of EGFR (Fig. 6e, f) only in cells silenced for cIAP1.

**Fig. 6:**
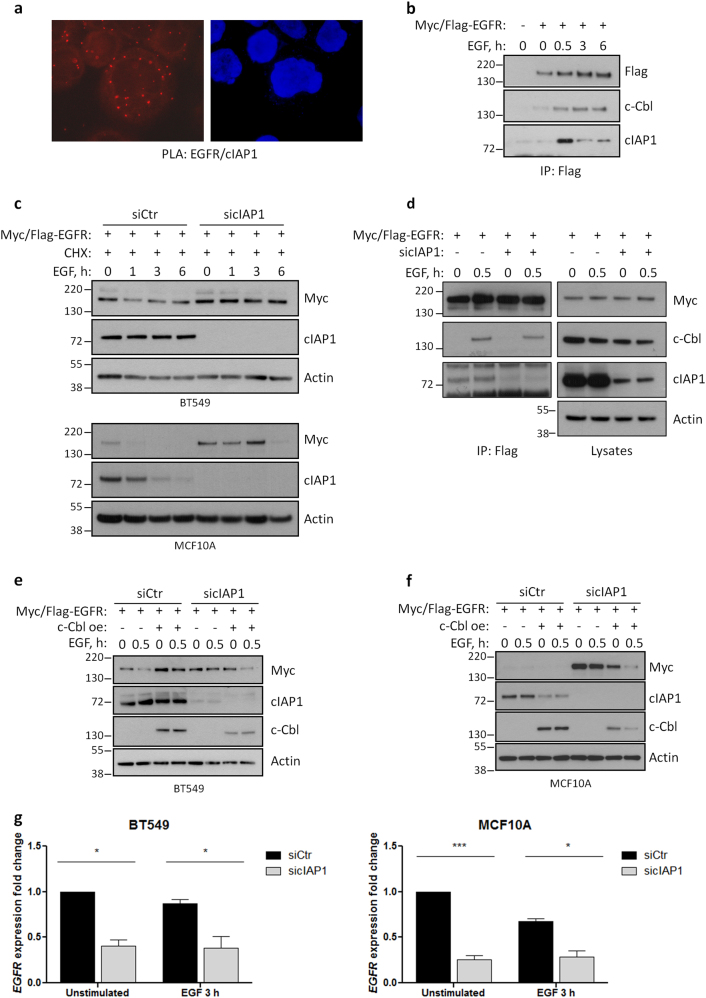
cIAP1 reduces EGFR stability, but promotes its gene transcription. **a** EGFR and cIAP1 interaction was tested in BT549 cells using PLA assay. **b** BT549 cells stably expressing Myc/Flag-tagged EGFR were serum-starved and stimulated with 20 ng/ml EGF for the indicated times. Cells were lysed and EGFR was immunoprecipitated with anti-Flag antibody. Western blot was performed to evaluate the interaction of ectopic EGFR with cIAP1 and c-Cbl. **c** BT549 and MCF10A cells stably expressing Myc/Flag-tagged EGFR were serum-starved, pre-treated with 100 (BT549) or 50 (MCF10A) µg/ml cycloheximide for 30 min and stimulated with 20 ng/ml EGF for the indicated times. Levels of ectopic EGFR were detected with anti-Myc antibody. **d** Ectopic EGFR was immunoprecipitated as described in Fig. 6b from BT549 cells transfected with control and cIAP1-specific siRNAs. Western blot shows total levels of c-Cbl and the amount of c-Cbl interacting with EGFR. **e** BT549 and **f** MCF10A cell stably expressing ectopic Myc/Flag-tagged EGFR were further transduced with lentiviral particles to overexpress c-Cbl or GFP as a control. Cells were silenced for cIAP1, serum-starved, and stimulated with 20 ng/ml EGF as described above, and analyzed by western blot to evaluate the levels of ectopic EGFR by using a Myc-tagged-specific antibody. **g** BT549 (left panel) and MCF10A (right panel) were silenced for cIAP1 and analyzed by real-time PCR to quantify the levels of EGFR expression fold relative to GAPDH. BT549: unstimulated siCtr vs. sicIAP1 *P = 0.0134, EGF 3 h siCtr vs. sicIAP1 *P = 0.0270; *n* = 3. MCF10A: unstimulated siCtr vs. sicIAP1 ***P = 0.0004, EGF 3 h siCtr vs. sicIAP1 **P = 0.0183; *n* = 4; two-tailed paired *t-*test

Therefore, we hypothesized that cIAP1 could regulate EGFR transcription levels. Cells were transfected with cIAP1 siRNAs and analyzed by real-time PCR, which confirmed a significant downregulation of EGFR mRNA compared to controls (Fig. 6g). Moreover, as cIAP1 is known to regulate the NF-kB pathway, we investigated whether the latter is responsible for EGFR gene expression and therefore silenced three NF-kB transcription factors. In agreement with our hypothesis, the silencing of p65/RelA resulted in a reduction of EGFR protein levels (Fig. S3).

### The depletion of IAPs prevents EGFR signaling independently of its downregulation

Having observed a reduction of EGFR levels upon cIAP1 silencing, we investigated the effect of IAP targeting in cells treated with SM83. To this end, we focused on SUM159 and MCF10A cells (Fig. 7a, b), which are completely resistant to SM83 treatment in terms of viability (Figs. 2d, 7c). SM83 pre-treatment had no effect on EGFR levels in SUM159 cells (Fig. 7a), and resulted only in a modest, if any, reduction of this receptor in MCF10A cells (Fig. 7b), contrarily to what observed when cIAP1 was silenced for 72 h (Fig. 5b). Nonetheless, the inhibition of IAPs massively prevented the EGF-dependent activation of ERK1/2 and the upregulation of Snai2 in both cell lines (Fig. 7a, b). The effect on ERK1/2 activation was yet minor in MDA-MB157 cells (data not shown), another cell line resistant to SM83 (Fig. 2d). We therefore checked whether the ectopic expression of EGFR could be sufficient to prevent the effect of IAP-targeting in BT549 cells, in which the downregulation of EGFR was evident upon cIAP1 silencing (Fig. 5a). Therefore, BT549 cells stably expressing ectopic EGFR were silenced for cIAP1 or pre-treated with SM83, and then stimulated with EGF. The silencing of cIAP1 prevented the upregulation of Snai2 (Fig. 7d), and the same result was confirmed by SM83-mediated targeting of cIAP1 (Fig. 7e), which also reduced the activation of ERK1/2. Therefore, IAPs, and in particular cIAP1, control the signaling of EGFR even independently of the reduction of its levels. In light of these findings, we analyzed the tumors collected from NOD/SCID mice 6 h after the last SM83 injection (Fig. 1b–f). In our GEP, EGFR was not found among the downregulated genes in vivo, and accordingly EGFR protein levels were not affected by SM83 treatment (Fig. 7f). Nonetheless, ERK1/2 phosphorylation was reduced by the treatment, further supporting the idea that also in vivo ERK1/2 is regulated by IAPs even when EGFR levels are not affected.

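By its brighter probe, EGFR signal was close in both groups of nodules, at a normalized log2 intensity of 10.54 ± 0.21 (SD, n = 4) with SM83 and 10.47 ± 0.36 (SD, n = 4) without. The log2 fold change was 0.07 (standard error 0.19, 95% confidence interval -0.34 to 0.48, adjusted p = 0.929 from limma; exact permutation test, two-sided, p = 0.743). The interval leaves room for a fall of up to 0.34 on the log2 scale. A second, dimmer EGFR probe gave 0.40 (standard error 0.15, adjusted p = 0.404 from limma; exact permutation test, two-sided, p = 0.0286), with the 4 SM83 values above the 4 untreated values. Without untreated nodule 23, which had the lowest EGFR value, the first probe gave -0.11 (adjusted p = 0.762, over all settings 0.739 to 0.988), and the sign also turned with median scaling (-0.14) and array weights (-0.00829). Of 20 measured members of the EGFR family, its ligands and regulators, 1, LRIG1, rose and none fell. EREG, which encodes the ligand epiregulin, had a log2 fold change of -0.37 (standard error 0.16, adjusted p = 0.445), and CBL, the ubiquitin ligase that acts on activated EGFR, one of 0.00 (standard error 0.11, adjusted p = 0.994). Of 24 measured ERK output genes none passed the test (0 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of -0.17 (adjusted p = 0.105 by camera and 0.487 with an estimated correlation). Their 4 smallest adjusted p-values belong to SPRED1 (0.56, adjusted p = 0.189), SPRY1 (-0.58, adjusted p = 0.242), ETV4 (0.34, adjusted p = 0.323) and CCND1 (-0.29, adjusted p = 0.404), and the first 2 are feedback inhibitors of this pathway. The ERK output list was called lower under 1 of 22 alternative settings, a fit with 1 nodule left out (adjusted p = 0.0268 by camera). MAPK3, the gene of ERK1, had a log2 fold change of -0.09 (standard error 0.12, adjusted p = 0.835).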

**Fig. 7:**
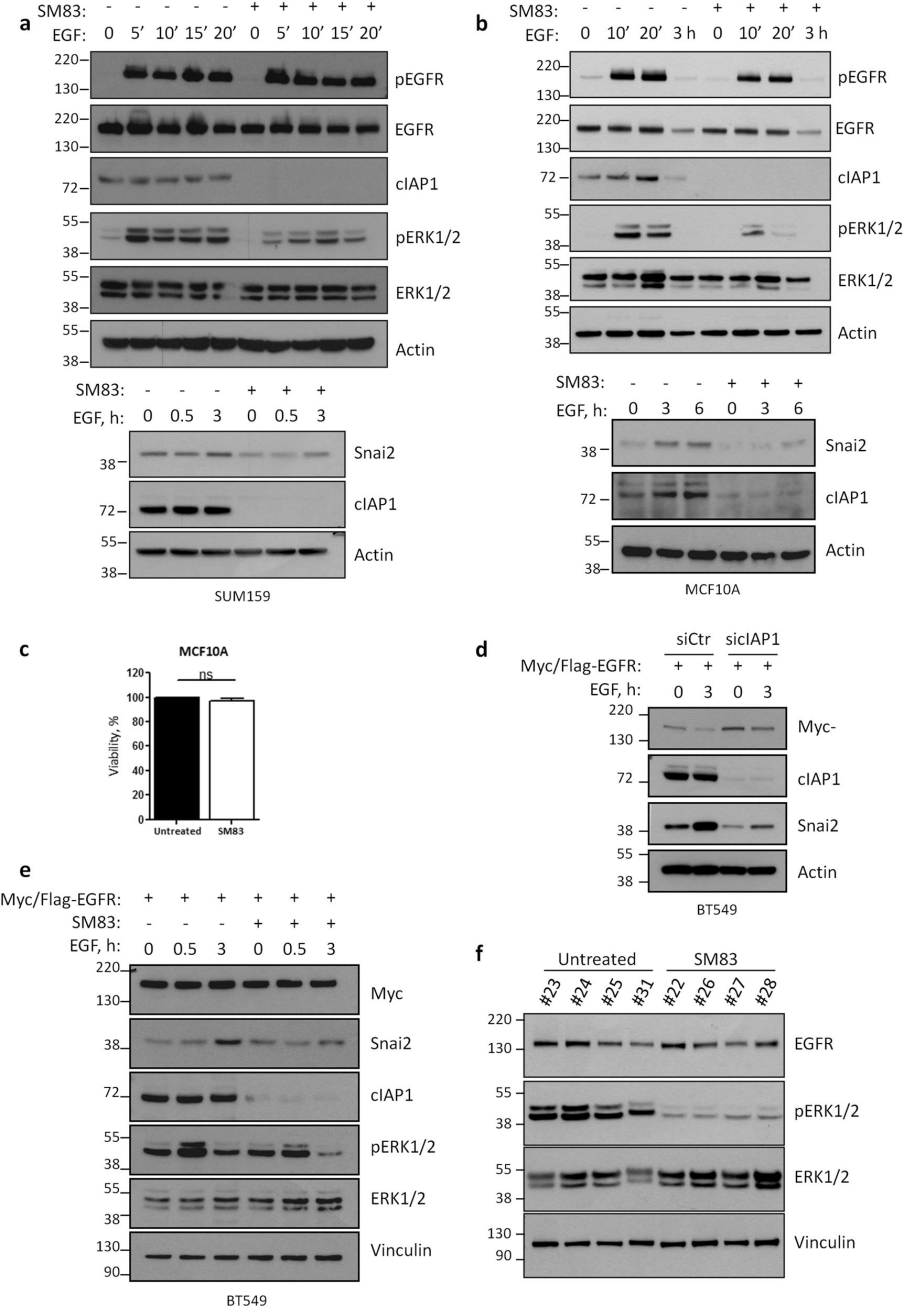
IAP inhibition hinders EGFR signaling independently from the receptor downregulation. **a** SUM159 and **b** MCF10A cells were serum-starved, pre-treated or not with SM83, and stimulated with 20 ng/ml EGF for the indicated times. Western blots were performed to evaluate the total and activated levels of EGFR and ERK1/2, and total levels of Snai2. cIAP1 is shown to control the efficiency of the treatment. **c** MCF10A cell viability was tested by CellTiter-Glo 24 h after treatment with 100 nM SM83. **d** BT549 cells ectopically expressing Myc/Flag-tagged EGFR, silenced with control and cIAP1-specific siRNAs, were serum-starved overnight and then stimulated with 20 ng/ml EGF. Western blot was performed to detect the total levels of ectopic EGFR (Myc), cIAP1, and Snai2. **e** BT549 cells ectopically expressing Myc/Flag-tagged EGFR were serum-starved, pre-treated or not 1 h with SM83, and stimulated with 20 ng/ml EGF for the indicated times. Western blot was performed to detect the total levels of ectopic EGFR (Myc), ERK1/2, cIAP1, and Snai2, and the activated form of ERK1/2. **f** Tumors described in Fig. 1b were analyzed by western blot to detect the activation of ERK1/2, and the total levels of EGFR and ERK1/2

### The targeting of IAPs results in anti-tumor and anti-metastasis effect

Finally, we evaluated the overall effect of IAP-targeting on metastasis formation. In fact, as MDA-MB231 xenografts are known to spontaneously metastasize to lungs, NOD/SCID mice were treated for 3 weeks with SM83 and then lungs were collected after a further 2 weeks (Fig. 7a, upper panel). In accordance to what had been previously observed (Fig. 1a), SM83 treatment delayed the growth of primary tumors (Fig. S4a) and also displayed an anti-metastatic effect (Fig. 8a, bottom panel), resulting in a significant reduction of both number (Fig. 8b) and size (Fig. 8c) of lung metastases. The inhibitory effect of SM83 on the growth of primary tumors and their metastasizing potential was confirmed in additional experiments also employing different administration routes (Fig. S4a–c). Of note, the effect of SM83 was transient and, at the end of the experiments, 2 weeks after the last injection with SM83, cIAP1, Snai2, and phosphorylated ERK1/2 levels were comparable in the primary tumors of either treated or untreated mice (Fig. 8d).

**Fig. 8:**
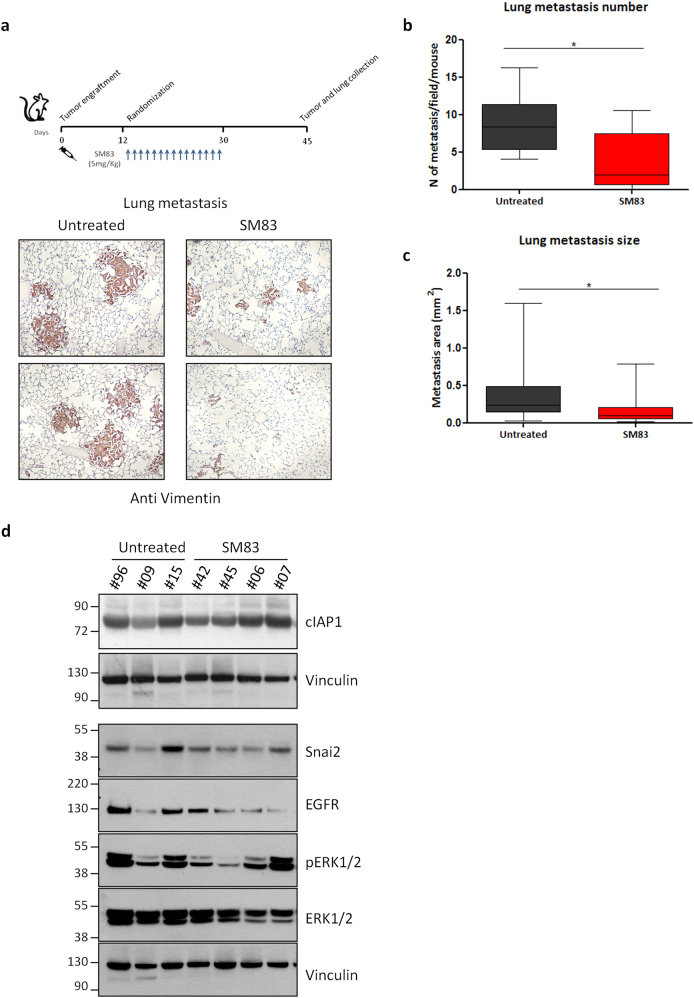
SM83 treatment results in anti-tumor and anti-metastasis effect. **a** Lungs of NOD/SCID mice bearing MDA-MB231 tumors were collected 2 weeks after the last injection with SM83 (upper panel, see Fig. S4a for primary tumor volumes), formalin-fixed and paraffin-embedded, and stained with an anti-human vimentin antibody to detect spontaneous metastasis (bottom panel). **b** Number (untreated *n* = 7, SM83-treated mice *n* = 8; sum of two independent experiments shown in Fig. S4a–b; *P = 0.0238. Unpaired two-tailed *t-*test) and **c** size (35 metastases/group; *P = 0.0107. Unpaired two-tailed *t-*test) of spontaneous MDA-MB231 lung metastases were evaluated. **d** Western blot showing the levels of cIAP1, EGFR, ERK1/2, pERK1/2, and Snai2 in primary tumors at the end of the experiment described in Fig. 8a

## Discussion

Basal-like breast cancer cells are usually characterized by high expression of the EGFR receptor [2], which is a major regulator of several signaling pathways that sustain cancer cell survival and dissemination. Moreover, EGFR, through the engagement of the MAPK cascade, induces the expression of the EMT-associated factor Snai2 [7, 9]. Here, we show that cIAP1 represents a novel regulator of EGFR by promoting EGFR signaling and expression, while simultaneously favoring its protein degradation. Hence, the targeting of cIAP1 strongly reduces EGFR signaling with consequent inhibition of Snai2 expression, which is a well-known promoter of breast cancer cell aggressiveness (Fig. S5).

Together with their anti-apoptosis activity, IAPs play a pivotal role in the regulation of receptor-mediated signaling [32] being components of TNF-receptor superfamily members [33, 34] and pattern recognition receptors [35]. Accordingly, small molecules designed to inhibit IAPs and trigger cancer cell death also perturb several signaling pathways such as MAPK and NF-kB cascades [30] and modify the expression of a plethora of genes [36, 37]. Accordingly, the in vivo administration of SM83, a SM designed and characterized in our laboratory [29, 31], significantly modulated 65 genes in primary MDA-MB231 nodules. In agreement with other studies, the majority of the perturbed genes are known to be expressed in a NF-kB-dependent manner [36].

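Of the 36 genes called at both thresholds in the nodules, 5 (13.9%) are in at least 1 of 3 lists of NF-kB subunits, upstream signaling and response genes, against 167 of all 11914 genes measured (Fisher's exact test, two-sided, p = 0.000135, odds ratio 11.7). They are NFKB2, NFKBIE, TRAF1, BCL3 and RNF19B, and all 5 rose. The lists are textbook selections written after Fig. 1d had been read, so the share is neither independent evidence nor a full count of NF-kB-dependent genes. MMP9, a known NF-kB target, is in none of the 3. IL23A, the gene of a subunit of interleukin 23 and a member, had a detection p-value under 0.05 in no untreated nodule and was not called (adjusted p = 0.0558 from limma). Set against the lowest signals detected on the untreated arrays, its mean with SM83 was 2.18-fold higher, a figure that holds no sampling error.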

Overall, the targeting of IAPs by SM83 resulted in an anti-tumor and anti-metastatic effect. Many different mechanisms could have contributed to this outcome, including direct killing of the cancer cells, effect on the microenvironment [31] and the associated blood vessels [38], as well as perturbation of gene expression. We employed unbiased approaches, which underscored Snai2 as one of the most downregulated genes and showed that its reduction hinders cell motility and, partially, cell proliferation. 

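Ranked by log2 fold change from the largest fall, SNAI2 was number 15 of the 11914 genes measured in the nodules. PAPPA, a protease of insulin-like growth factor binding proteins, was number 2, KLHL3 number 3, OSR1, a zinc finger transcription factor, number 4, RGS4 number 6 and BDNF number 8. Among the 6167 genes with a lower mean in SM83-treated nodules, SNAI2 was number 29 by p-value, MERTK number 1 and KLHL3 number 2. SNAI2 missed the FDR threshold with limma (adjusted p = 0.117). Its log2 fold change lay between -1.10 and -0.70 over 20 alternative settings, and it was called under 3 of them.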

Snai2 expression was inhibited both in vivo and in vitro by SM83, and, through additional experiments, we identified cIAP1 as the determinant of Snai2 expression. In fact, we provided evidence that the targeting of cIAP1 hinders EGFR signaling by reducing the levels of this receptor and also by preventing the EGFR-mediated activation of ERK1/2. This observation could be clinically relevant as SM treatment might be particularly effective in cancer cells expressing high levels of EGFR, such as breast cancer basal-like cells, in combination with EGFR-targeted therapy [4]. Moreover, IAP-targeting could represent an indirect approach to inhibit Snai2 for which only proof-of-concept molecules [39] or compounds directed against its interactors have been described so far [24, 40]. Inhibition of Snai2 is considered a promising approach to prevent cancer metastasis and resistance to therapy, and there is considerable evidence showing that Snai2-targeting reduces the capability of breast cancer cells to migrate and disseminate to distal organs by reducing their stem-like properties and EMT features [22]. However, further work is still necessary to clarify the function of EMT in metastatisation and the precise role of Snai2 in this process. In fact, recent works have questioned the importance of EMT in metastasis formation [41], also proposing a negligible role of Snai2 in cancer cell metastatic properties [42].

Notably, only a small percentage of cancer cell lines are killed by SMs in monotherapy [43]. Cell death is triggered in a TNF-dependent manner, but cells can acquire resistance to SMs by upregulating LRIG1 [44]. This ubiquitin-ligase is an intestinal stem cell marker and negatively regulates several receptors [45], including Met and EGFR [46]. Therefore, we first investigated the hypothesis that LRIG1 upregulation was responsible for EGFR reduction upon cIAP1 depletion, but paradoxically the protein stability of this receptor was increased by cIAP1 silencing. Therefore, we considered the possibility that other ubiquitin-ligases could regulate EGFR stability and studied the effect of c-Cbl [47] and cIAP1 itself. The latter has recently been shown to regulate the signaling of EGFRvIII variant [48]. Interestingly, cIAP1 depletion increased EGFR stability, supporting the notion that cIAP1 promotes EGFR degradation likely as a consequence of its efficient signaling and internalization. Accordingly, cIAP1 silencing reduced the levels of c-Cbl, which is known to ubiquitinate EGFR and promote its degradation [49, 50]. This effect could contribute to EGFR stabilization and, in support to this hypothesis, c-Cbl ectopic expression counteracted the effect of cIAP1 silencing and restored EGFR degradation.

Despite the increased stability of EGFR, the overall effect of cIAP1 targeting resulted in a strong reduction of the receptor levels in a few cell lines. Our data support the notion that in these cell lines cIAP1 favors EGFR gene expression, and most likely in a NF-kB-dependent manner. Ultimately, cIAP1-depletion-dependent reduction of EGFR could impair MAPK activation and, in turn, reduce the expression of the downstream gene Snai2. Of note, the downregulation of EGFR appeared dispensable for the inhibition of ERK1/2 activation and Snai2 expression upon cIAP1 depletion. In fact, this effect was observed also when depletion of IAPs did not result in a significant reduction of EGFR levels as demonstrated by several lines of evidence. First, when MCF10A and SUM159 cells were exposed to SM83 for a period of time sufficient to deplete cIAP1, but not to reduce EGFR protein levels, ERK1/2 phosphorylation and Snai2 stimulation were still prevented even upon EGF stimulation. In line with this evidence, EGFR ectopic expression was not sufficient to restore ERK1/2 and Snai2 expression in BT549 cells treated with SM83 or silenced for cIAP1. Lastly, MDA-MB231 tumors collected from NOD/SCID mice revealed that SM83 treatment did not affect EGFR levels, but profoundly reduced ERK1/2 activation.

Overall, this work demonstrates that cIAP1 promotes EGFR cascade by sustaining the receptor expression levels and by allowing its downstream signaling, and this effect eventually results in Snai2 expression. Therefore, our work provides new information regarding the mechanisms underlying EGFR regulation and the rationale for combining EGFR inhibitors with IAP-directed small molecules. This approach could be particularly effective in reducing the aggressiveness of cancer cells characterized by the pathological activation of EGFR signaling pathways or high levels of this receptor, as the case of basal-like cells which represent the majority of TNBCs.

## Materials and methods

### Cell culturing and reagents

The human breast adenocarcinoma cell lines MDA-MB231, BT549, MDA-MB157, SkBr3, and HCC1937 cell lines (from American Type Culture Collection) were cultured in vitro with RPMI-1640 medium (Lonza Group, Basel, CH) supplemented with 10% fetal bovine serum (FBS; EuroClone, Milan, IT), 2 mM glutamine, sodium pyruvate, and non-essential amino acids (LONZA). SUM149 and SUM159 (Asterand Bioscience, Detroit, MI), together with the human hTERT-immortalized human mammary epithelial cell line HME—parental and bearing the EGFR delE746A750 mutation (HME EGFR hereafter)—and the human mammary epithelial MCF10A—parental and bearing the EGFR delE746A750 mutation (MCF10A EGFR hereafter)—were cultured as already described [51] in DMEMF-12 (Gibco), supplemented with 10% FBS, 2 mM glutamine, 20 ng/ml EGF (Cat. #GRF-10544, Selleck Chemicals, Munich, D), 10 µg/ml insulin (Sigma-Aldrich), 500 µg/ml hydrocortisone (Sigma-Aldrich). BT474, MDA-MB453, T47D, and MDA-MB361 cell lines were maintained in DMEM (Gibco) supplemented with 10% FBS and 2 mM glutamine. All cells were grown at 37 °C in a humidified incubator with 5% CO_2_. TGFα (#100–16A) was purchased from Peprotech (London, UK), while cycloheximide (CHX, #239764) from Calbiochem. For specific stimulation of EGFR, cells were serum-starved overnight before being stimulated with the indicated concentrations of EGF and TGFα in medium supplemented with 0.1% FBS. HEK293FT (Thermo Fisher Scientific, Milan, IT) for lentiviral production were cultured in DMEM with 10% FBS.

Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA) and Lipofectamine RNAiMAX (Thermo Fisher Scientific) reagents were used for plasmid and siRNA transfections, respectively. For silencing experiments, cells were reverse transfected as already described [51]. Cells were treated with the PI3K and AKT (LY294002 and Triciribine, Enzo Life Sciences, Plymouth Meeting, PA), MEK (U0126, Calbiochem, Merck KGaA, Darmstadt, D), and p38 (SB203580, Selleckchem, USA) inhibitors. Cetuximab was provided by the pharmacy of the Istituto Nazionale dei Tumori (Milan, IT). SM83 synthesis has been described elsewhere [29]. Z-VAD(OMe)-FMK was purchased by BIOMOL. Cell viability was measured 24 h after treatment with SM83 by using the CellTiter-Glo Luminescent Cell Viability Assay according to the manufacturer’s protocol (Promega).

### In vivo experiments

Experiments were approved by the Ethics Committee for Animal Experimentation of the Istituto Nazionale Tumori (INT) of Milan according to institutional guidelines and by the Italian Minister of Health (Projects INT_12_2011 and INT_02_2015). Mice were maintained in laminar flow rooms keeping temperature and humidity constant and had free access to food and water. NOD/SCID mice were subcutaneously engrafted with 5 × 10^6^ MDA-MB231 cells and, after 2 weeks, were treated with 5 mg/kg SM83 injected intraperitoneally or intravenously 5 times/week for 3 weeks. Tumor growth was evaluated by biweekly measurements of tumor diameters with a Vernier caliper and tumor volume (TV) was calculated according to the formula: 4/3 × 3.14 × (l/2) x (w/2) x (h/2) where l, w, and h are length, width, and height, respectively. A good correlation was found between TVs predicted with this formula and actual tumor weight measured post-mortem (Fig. S4d). Animals were killed 6 h after the last injection and tumors collected for biochemical and gene expression analysis. In metastasis studies, NOD/SCID mice were killed 2 weeks after the last SM83 administration and, together with subcutaneous nodules, lungs were collected and formalin-fixed/paraffin-embedded for IHC detection of metastasis with anti-human vimentin antibody (M0725, DAKO).

### Gene expression profiling

GEP was performed by the Functional Genomics and Bioinformatic Core Facility Illumina of INT by using the Human HT-12_V4_0_R2 platform (tot. 47323 probes). Analysis was performed through R 2.15.2, with “lumi” and “limma” packages from Bioconductor. Only probes with Absolute Fold Change >1.5 and FDR <0.05 were considered significant. Expression profiles are deposited in the Gene Expression Omnibus Repository, GSE98691 accession number.

### Gene silencing and overexpression

FlexiTube siRNAs specific for cIAP1 (Hs_BIRC2_7 and 8), cIAP2 (Hs_BIRC2_8 and 9), ERK1 (Hs_MAPK3_3 and 7), ERK2 (Hs_MAPK1_ 9 and 10), NFk-B2 (Hs_NFKB2_1), NF-kB1 (Hs_NFKB1_3), RELA (Hs_RELA_5), LRIG1 (Hs_LRIG1_5 and 6) were purchased from Qiagen (Valencia, CA, USA). The control siRNA (siCtr) was synthesized by Eurofins Genomics (sequence 5′-CGUACGCGGAAUACUUCGATT-3′), while siGENOME SMARTpool for XIAP (M-004098-01), Snai2 (M-017386-00) and its control, siGENOME Non-Targeting siRNA Pool #1 (NT1; D-001206-13), were from Dharmacon (GE Healthcare, Lafayette, CO, USA).

To ectopically express EGFR and c-Cbl, cells were transduced with lentiviral particles prepared by HEK293FT packaging cells as already described [52]. The plasmid for human EGFR (Myc/Flag-tagged) ectopic expression was purchased by Origene Company (#RC217384L1; Rockville, MD, USA), while the c-Cbl-expressing vector (RRL-CMV-CBL) was kindly provided by Prof. Pier Paolo Di Fiore. To overexpress cIAP1, cells were transfected with pcdna3.1 plasmids [53] kindly provided by Prof. Jon Ashwell (Addgene plasmid # 8311).

### Western blot and immunoprecipitations

For western blot analysis, cells were harvested, washed twice with ice-cold PBS, and boiled for 10 min in lysis buffer (125 mM Tris HCl, pH 6.8, 5% sodium dodecyl sulfate, SDS) and then added with protease inhibitors. Samples were sonicated, clarified at room temperature by centrifugation for 15 min at 11,000 rpm and then quantified with microBCA (Euroclone). Cleared supernatants were separated by SDS-PAGE on precast 4–12% Bis-Tris NuPAGE gels (Thermo Fisher Scientific) and proteins were transferred to PVDF membranes (Merck Millipore, Darmstadt, Germany) using the XCell II blot module (Thermo Fisher Scientific). Membranes were then saturated for 30 min in Tris-buffered saline containing 4% BSA and incubated overnight with the anti-human primary antibodies recognizing cIAP1 #ab108361, total EGFR #ab30 (Abcam); Snai2 #9585, LRIG1 #12752, NF-kB2 #4882, NF-kB1 #3035, Cleaved Caspase3 #9501, p65/RelA #3034, pEGFR Tyr1068 #2236, c-Cbl #2747, Myc-Tag #2278 (Cell Signaling Technology, Danvers, MA, USA); phospho-ERK1/2 #M8159, ERK1/2 #M5670, Actin #A1978 and Vinculin #V9131 (Sigma-Aldrich), cIAP2 #552783 and XIAP #610763 (BD Biosciences). After incubation with the proper secondary antibody (anti-rabbit and anti-mouse IgG were purchased from GE Healthcare, UK, and anti-goat IgG from Thermo Fisher Scientific; all secondary antibodies were diluted 1:2000), proteins were detected by chemiluminescence (EuroClone).

For FLAG-tagged EGFR immunoprecipitations, BT549 cells were lysed in E1A lysis buffer (ELB) buffer (150 mM NaCl, 50 mM Hepes, pH 7.5, 5 mM EDTA, 0.5% NP40) at 4 °C for 30 min and 1 mg of total protein extract was incubated at 4 °C for 3 h with Flag-M2 Affinity Gel (#A2220, Sigma-Aldrich) previously washed with ELB buffer three times. The bound polypeptides were analyzed by SDS-PAGE and immunoblotting.

### Migration assay

MDA-MB231 cells were reverse transfected in Ibidi inserts (4 × 10^4^ cells/chamber) and motility tested 72 h later in wound-healing experiments performed as already described [54]. Image acquisition and data analysis were carried out with a Cell-IQ instrument (CM-Technologies) and the integrated software.

### RNA extraction and real-time PCR

For real-time PCR, total RNA was extracted from cells with the miRNeasy mini columns (Qiagen) and 1 µg RNA was reverse-transcribed using the Transcriptor First Strand c-DNA Synthesis kit (Roche, Indianapolis, IN, USA). Probes for human SNAI2 (Hs_00950344_m1), LRIG1 (Hs_00394267_m1), EGFR (Hs_01076090_m1), and GAPDH (Hs_02758991_g1) were purchased from Applied Biosystems (Foster City, USA). Real-time PCR was carried out in triplicate using TaqMan Master Mix (Applied Biosystems) and samples were analyzed through the ViiA 7 Real-Time PCR System (Applied Biosystems). All transcript levels were normalized to that of GAPDH.

### Immunofluorescence and PLA

Cells were fixed for 10 min with 4% paraformaldehyde, permeabilized for 10 min at room temperature with 0.2% Triton X-100 and blocked in PBS, 3% BSA, 0.1% Tween-20. Cover slips were then incubated overnight at 4 °C in a humidified chamber with antibodies directed to EGFR (mouse, dilution 1:200, abcam). Fluorescence images were acquired using a fluorescence microscopy and digital image acquisition on a Nikon Eclipse E1000 equipped with a DSU3 CCD camera. For PLA assay, cover slips were stained with anti EGFR (mouse, dilution 1:200, abcam) and/or cIAP1 (rabbit, dilution 1:2000, abcam). After the overnight incubation with primary antibodies, cells were stained with the PLA probes diluted 1:5 in antibody diluent (Sigma-Aldrich) in a humidified chamber for 1 h at 37 °C. Subsequent hybridization, ligation, amplification, and detection were performed as described in the manufacturer’s protocol (Duolink In Situ PLA; Sigma-Aldrich).

### Graphs, statistical analysis, and image analysis

Graphs and statistical analysis was performed using GraphPad Prism 5.02. A value of *P* < 0.05 was considered statistically significant. Western blot densitometric analysis was performed with ImageQuant 5.2. Graphs showing the average of different experiments are shown in Supplementary Fig. S6. GEP analyses were performed as previously described.

## Electronic supplementary material

Figure Supplementary S1

Figure Supplementary S2

Figure Supplementary S3

Figure Supplementary S4

Figure Supplementary S5

Figure Supplementary S6

Supplementary figure legends

## References

[1] Foulkes WD, Smith IE, Reis-Filho JS (2010). Triple-negative breast cancer. N Engl J Med.

[2] Cheang MC, Voduc D, Bajdik C, Leung S, McKinney S, Chia SK (2008). Basal-like breast cancer defined by five biomarkers has superior prognostic value than triple-negative phenotype. Clin Cancer Res.

[3] Lim SO, Li CW, Xia W, Lee HH, Chang SS, Shen J (2016). EGFR signaling enhances aerobic glycolysis in triple-negative breast cancer cells to promote tumor growth and immune escape. Cancer Res.

[4] Nakai K, Hung MC, Yamaguchi H (2016). A perspective on anti-EGFR therapies targeting triple-negative breast cancer. Am J Cancer Res.

[5] Virtakoivu R, Mai A, Mattila E, De Franceschi N, Imanishi SY, Corthals G (2015). Vimentin-ERK signaling uncouples Slug gene regulatory function. Cancer Res.

[6] Sheu JJ, Lee CC, Hua CH, Li CI, Lai MT, Lee SC (2014). LRIG1 modulates aggressiveness of head and neck cancers by regulating EGFR-MAPK-SPHK1 signaling and extracellular matrix remodeling. Oncogene.

[7] Joannes A, Grelet S, Duca L, Gilles C, Kileztky C, Dalstein V (2014). Fhit regulates EMT targets through an EGFR/Src/ERK/Slug signaling axis in human bronchial cells. Mol Cancer Res.

[8] Zhang Z, Yang M, Chen R, Su W, Li P, Chen S (2014). IBP regulates epithelial-to-mesenchymal transition and the motility of breast cancer cells via Rac1, RhoA and Cdc42 signaling pathways. Oncogene.

[9] Kusewitt DF, Choi C, Newkirk KM, Leroy P, Li Y, Chavez MG (2009). Slug/Snai2 is a downstream mediator of epidermal growth factor receptor-stimulated reepithelialization. J Invest Dermatol.

[10] Arnoux V, Nassour M, L’Helgoualc’h A, Hipskind RA, Savagner P (2008). Erk5 controls Slug expression and keratinocyte activation during wound healing. Mol Biol Cell.

[11] Hajra KM, Chen DY, Fearon ER (2002). The SLUG zinc-finger protein represses E-cadherin in breast cancer. Cancer Res.

[12] Phillips S, Kuperwasser C (2014). SLUG: critical regulator of epithelial cell identity in breast development and cancer. Cell Adh Migr.

[13] Storci G, Sansone P, Trere D, Tavolari S, Taffurelli M, Ceccarelli C (2008). The basal-like breast carcinoma phenotype is regulated by SLUG gene expression. J Pathol.

[14] Phillips S, Prat A, Sedic M, Proia T, Wronski A, Mazumdar S (2014). Cell-state transitions regulated by SLUG are critical for tissue regeneration and tumor initiation. Stem Cell Rep.

[15] Nassour M, Idoux-Gillet Y, Selmi A, Come C, Faraldo ML, Deugnier MA (2012). Slug controls stem/progenitor cell growth dynamics during mammary gland morphogenesis. PLoS ONE.

[16] Puisieux A, Brabletz T, Caramel J (2014). Oncogenic roles of EMT-inducing transcription factors. Nat Cell Biol.

[17] Jiang T, Gao G, Fan G, Li M, Zhou C (2015). FGFR1 amplification in lung squamous cell carcinoma: a systematic review with meta-analysis. Lung Cancer.

[18] Chang TH, Tsai MF, Su KY, Wu SG, Huang CP, Yu SL (2011). Slug confers resistance to the epidermal growth factor receptor tyrosine kinase inhibitor. Am J Respir Crit Care Med.

[19] Findlay VJ, Wang C, Nogueira LM, Hurst K, Quirk D, Ethier SP (2014). SNAI2 modulates colorectal cancer 5-fluorouracil sensitivity through miR145 repression. Mol Cancer Ther.

[20] Luanpitpong S, Li J, Manke A, Brundage K, Ellis E, McLaughlin SL (2016). SLUG is required for SOX9 stabilization and functions to promote cancer stem cells and metastasis in human lung carcinoma. Oncogene.

[21] Claperon A, Guedj N, Mergey M, Vignjevic D, Desbois-Mouthon C, Boissan M (2012). Loss of EBP50 stimulates EGFR activity to induce EMT phenotypic features in biliary cancer cells. Oncogene.

[22] Kao SH, Wang WL, Chen CY, Chang YL, Wu YY, Wang YT (2014). GSK3beta controls epithelial-mesenchymal transition and tumor metastasis by CHIP-mediated degradation of Slug. Oncogene.

[23] Bhat-Nakshatri P, Appaiah H, Ballas C, Pick-Franke P, Goulet R, Jr., Badve S, et al. SLUG/SNAI2 and tumor necrosis factor generate breast cells with CD44+/CD24- phenotype. BMC Cancer. 2010;10:411.10.1186/1471-2407-10-411PMC308732120691079

[24] Ferrari-Amorotti G, Chiodoni C, Shen F, Cattelani S, Soliera AR, Manzotti G (2014). Suppression of invasion and metastasis of triple-negative breast cancer lines by pharmacological or genetic inhibition of slug activity. Neoplasia.

[25] Gyrd-Hansen M, Meier P (2010). IAPs: from caspase inhibitors to modulators of NF-kappaB, inflammation and cancer. Nat Rev Cancer.

[26] Fulda S (2014). Molecular pathways: targeting inhibitor of apoptosis proteins in cancer–from molecular mechanism to therapeutic application. Clin Cancer Res.

[27] Varfolomeev E, Blankenship JW, Wayson SM, Fedorova AV, Kayagaki N, Garg P (2007). IAP antagonists induce autoubiquitination of c-IAPs, NF-κB activation, and TNFα-dependent apoptosis. Cell.

[28] Vince JE, Wong WW, Khan N, Feltham R, Chau D, Ahmed AU (2007). IAP antagonists target cIAP1 to induce TNFα-dependent apoptosis. Cell.

[29] Lecis D, Mastrangelo E, Belvisi L, Bolognesi M, Civera M, Cossu F (2012). Dimeric Smac mimetics/IAP inhibitors as in vivo-active pro-apoptotic agents. Part II: structural and biological characterization. Bioorg Med Chem.

[30] Varfolomeev E, Goncharov T, Maecker H, Zobel K, Komuves LG, Deshayes K (2012). Cellular inhibitors of apoptosis are global regulators of NF-kappaB and MAPK activation by members of the TNF family of receptors. Sci Signal.

[31] Lecis D, De Cesare M, Perego P, Conti A, Corna E, Drago C (2013). Smac mimetics induce inflammation and necrotic tumour cell death by modulating macrophage activity. Cell Death Dis.

[32] Estornes Y, Bertrand MJ (2015). IAPs, regulators of innate immunity and inflammation. Semin Cell Dev Biol.

[33] Feoktistova M, Geserick P, Kellert B, Dimitrova DP, Langlais C, Hupe M (2011). cIAPs block ripoptosome formation, a RIP1/Caspase-8 containing intracellular cell death complex differentially regulated by cFLIP isoforms. Mol Cell.

[34] Emmerich CH, Schmukle AC, Haas TL, Gerlach B, Cordier SM, Rieser E (2011). The linear ubiquitin chain assembly complex forms part of the TNF-R1 signalling complex and is required for effective TNF-induced gene induction and prevents TNF-induced apoptosis. Adv Exp Med Biol.

[35] Sharma S, Kaufmann T, Biswas S (2017). Impact of inhibitor of apoptosis proteins on immune modulation and inflammation. Immunol Cell Biol.

[36] Chesi M, Mirza NN, Garbitt VM, Sharik ME, Dueck AC, Asmann YW (2016). IAP antagonists induce anti-tumor immunity in multiple myeloma. Nat Med.

[37] Beug ST, Beauregard CE, Healy C, Sanda T, St-Jean M, Chabot J, et al. Smac mimetics synergize with immune checkpoint inhibitors to promote tumour immunity against glioblastoma. Nat Commun. 2017; 8. 10.1038/ncomms14278.10.1038/ncomms14278PMC533085228198370

[38] Witt A, Seeger JM, Coutelle O, Zigrino P, Broxtermann P, Andree M (2015). IAP antagonization promotes inflammatory destruction of vascular endothelium. EMBO Rep.

[39] Harney AS, Lee J, Manus LM, Wang P, Ballweg DM, LaBonne C (2009). Targeted inhibition of Snail family zinc finger transcription factors by oligonucleotide-Co(III) Schiff base conjugate. Proc Natl Acad Sci USA.

[40] Ferrari-Amorotti G, Fragliasso V, Esteki R, Prudente Z, Soliera AR, Cattelani S (2013). Inhibiting interactions of lysine demethylase LSD1 with snail/slug blocks cancer cell invasion. Cancer Res.

[41] Fischer KR, Durrans A, Lee S, Sheng J, Li F, Wong ST (2015). Epithelial-to-mesenchymal transition is not required for lung metastasis but contributes to chemoresistance. Nature.

[42] Ye X, Tam WL, Shibue T, Kaygusuz Y, Reinhardt F, Ng Eaton E (2015). Distinct EMT programs control normal mammary stem cells and tumour-initiating cells. Nature.

[43] Petersen SL, Wang L, Yalcin-Chin A, Li L, Peyton M, Minna J (2007). Autocrine TNFα signaling renders human cancer cells susceptible to Smac-mimetic-induced apoptosis. Cancer Cell.

[44] Bai L, McEachern D, Yang CY, Lu J, Sun H, Wang S (2012). LRIG1 modulates cancer cell sensitivity to Smac mimetics by regulating TNFalpha expression and receptor tyrosine kinase signaling. Cancer Res.

[45] Wang Y, Poulin EJ, Coffey RJ (2013). LRIG1 is a triple threat: ERBB negative regulator, intestinal stem cell marker and tumour suppressor. Br J Cancer.

[46] Yokdang N, Hatakeyama J, Wald JH, Simion C, Tellez JD, Chang DZ (2016). LRIG1 opposes epithelial-to-mesenchymal transition and inhibits invasion of basal-like breast cancer cells. Oncogene.

[47] Sigismund S, Algisi V, Nappo G, Conte A, Pascolutti R, Cuomo A (2013). Threshold-controlled ubiquitination of the EGFR directs receptor fate. EMBO J.

[48] Puliyappadamba VT, Chakraborty S, Chauncey SS, Li L, Hatanpaa KJ, Mickey B (2013). Opposing effect of EGFRWT on EGFRvIII-mediated NF-kappaB activation with RIP1 as a cell death switch. Cell Rep.

[49] Capuani F, Conte A, Argenzio E, Marchetti L, Priami C, Polo S (2015). Quantitative analysis reveals how EGFR activation and downregulation are coupled in normal but not in cancer cells. Nat Commun.

[50] Fortian A, Dionne LK, Hong SH, Kim W, Gygi SP, Watkins SC (2015). Endocytosis of ubiquitylation-deficient EGFR mutants via clathrin-coated pits is mediated by ubiquitylation. Traffic.

[51] Conti A, Majorini MT, Fontanella E, Bardelli A, Giacca M, Delia D (2017). Lemur tyrosine kinase 2 (LMTK2) is a determinant of cell sensitivity to apoptosis by regulating the levels of the BCL2 family members. Cancer Lett.

[52] Conti A, Majorini MT, Elliott R, Ashworth A, Lord CJ, Cancelliere C (2015). Oncogenic KRAS sensitizes premalignant, but not malignant cells, to Noxa-dependent apoptosis through the activation of the MEK/ERK pathway. Oncotarget.

[53] Li X, Yang Y, Ashwell JD (2002). TNF-RII and c-IAP1 mediate ubiquitination and degradation of TRAF2. Nature.

[54] Colombo C, Minna E, Rizzetti MG, Romeo P, Lecis D, Persani L, et al. The modifier role of RET-G691S polymorphism in hereditary medullary thyroid carcinoma: functional characterization and expression/penetrance studies. Orphanet J Rare Dis. 2015;10:25.10.1186/s13023-015-0231-zPMC437328225887804

[55] Neve RM, Chin K, Fridlyand J, Yeh J, Baehner FL, Fevr T (2006). A collection of breast cancer cell lines for the study of functionally distinct cancer subtypes. Cancer Cell.

# Supplementary material for: cIAP1 regulates the EGFR/Snai2 axis in triple-negative breast cancer cells
**Source:** Cell Death Differ. 2018 Apr 19;25(12):2147–64. doi: 10.1038/s41418-018-0100-0
**Supplement:** Supplementary file 7 — Supplementary figure legends

Figure S1. In vivo *treatment with SM83 perturbs the expression of genes involved in TNF and NF-kB signaling pathway*.

Gene Set Enrichment Analysis (GSEA) analysis of the genes significantly up-regulated (50 genes) and down-regulated (15 genes) in MDA-MB231 subcutaneous nodules (Figure 1d) by SM83 treatment confirmed a modification of the expression of genes involved in TNF and NF-kB signaling pathways.

Figure S2. *Silencing of Snai2 reduces the motility properties of MDA-MB231* cells in vitro.

(a) The 15 genes which resulted down-regulated in subcutaneous MDA-MB231 nodules upon treatment with SM83 (Figure 1d) were individually silenced *in vitro* in MDA-MB231 cells. Cell motility was then tested in wound-healing experiments by seeding 4x10^4^ cells in Ibidi chambers, which were cultured overnight and then, after removal of the insert, images were acquired every hour in a Cell-IQ instrument and analyzed with the integrated software. Graphs represent the average of at least 4 independent experiments. (b) MDA-MB231 cells transfected in the same way were also seeded in 96-well plates and viability assessed by CellTiter-Glo assay. List of Dharmacon siRNA pools:

| **Pool Catalog Number** | **Gene Symbol** |
| --- | --- |
| M-003155-02 | MERTK |
| M-005563-02 | GPER |
| M-017626-00 | BDNF |
| M-012633-02 | CTGF |
| M-009328-02 | PTPRU |
| M-016029-01 | OSR1 |
| M-010911-00 | KLHL3 |
| M-009900-01 | RGS4 |
| M-008705-01 | FOXQ1 |
| M-004788-00 | HSDL1 |
| M-025119-01 | RNF144B |
| M-017386-00 | SNAI2 |
| M-005130-02 | PAPPA |
| D-001206-13 | Non-targeting #1, NT1 |

Figure S3. *EGFR expression is regulated by the NF-kB pathway*.

MDA-MB231 cells were transfected with a control siRNA or siRNAs specific for NF-kB1, NF-kB2 and RelA and analyzed by western blot to detect the levels of endogenous EGFR.

Figure S4. *SM83 treatment reduces the growth of primary tumors and displays anti-metastasis activity.*

NOD/SCID mice were engrafted subcutaneously with MDA-MB231 cells and, after two weeks, were treated for 3 weeks with intraperitoneal (IP) and intravenous (IV) injections of SM83 (5 mg/Kg, 5 times/week) in two independent experiments. Mice were killed 2 weeks after the last injection. (a) Tumor volumes and (b) number of lung metastases (Untreated vs IP *P = 0.0238, Untreated vs IV *P = 0.0190, IP vs IV not significant; Unpaired two-tailed t test) detected by (c) anti-Vimentin IHC (upper panel). A table summarizing the metastasis-free MDA-MB231-bearing mice is shown (bottom panel). (d) Primary subcutaneous tumor volumes inferred by caliper measurements were plotted together with the actual tumor weight measured after tumor collection (R^2^ = 0.9011).

Figure S5. *Schematic of the proposed mechanism for SM83 anti-cancer activity.* The targeting of IAPs, and in particular of cIAP1, prevents the activation of the ERK1/2 pathway upon EGFR stimulation. This impairment eventually results in a reduced expression of Snai2, which is an EMT mediator known to be associated with increased cancer aggressiveness, and stem-like and metastasis formation properties.

Figure S6. *Densitometric* a*nalysis of western blots.* Levels of Snai2 (n = 4) and EGFR (n = 4) in MCF10A cells, and Snai2 (n = 6), EGFR (n = 3) and LRIG1 (n = 3) in BT549 cells calculated from n independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

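Gene expression was measured on Illumina HT-12 arrays in 8 MDA-MB231 nodules grown in NOD/SCID mice, 4 from SM83-treated and 4 from untreated mice. Each nodule came from a separate mouse. The authors deposited, for each array, a linear intensity and a detection p-value per probe as exported by the scanner software (BeadStudio 3.8 in the submitters' processing notes), and a second table of processed intensity values. In the deposited second table each array's median was 126, and its values lay within a median of 0.00682% of quantile-normalized raw intensities without background correction, so that table is taken as linear, quantile-normalized intensity. The paper names lumi, limma and the thresholds, a fold change above 1.5 and an FDR under 0.05. A background correction, a normalization and a filter are not named in the sources used here. The values of the deposited second table show quantile normalization and no background correction. Whether the paper's calls came from that table, and with which filter, was not established. The deposited labels name an RNA kit for fixed tissue and a microRNA labelling guide, and the paper's text gives no RNA extraction for the nodules.

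From the deposited intensities and detection p-values, the background was estimated and corrected with normexp, 16 was added, and arrays were quantile-normalized and put on the log2 scale with neqc in limma 3.58.1 under R 4.3.3. Of 47322 probes, 21188 had a detection p under 0.05 on at least 4 of 8 arrays and were tested with lmFit and eBayes, with the treatment as the only term and Benjamini-Hochberg adjustment over these probes. A probe was called at an adjusted p under 0.05 and a fold change above 1.5. All arrays lay on 1 BeadChip, so there was no slide to block on. Mouse numbers are not shared between the groups, so the nodules are not paired. Correlations between arrays on the log2 scale were 0.977 to 0.993, and no array was a copy of another. The first component of a principal component analysis held 29.3% of the variance and did not separate the groups, while the second held 22.3% and did.

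Gene names came from the platform annotation, updated through gene identifiers with the RefSeq gene table. It lists 1 gene for 30113 probes, several for 8 and none for 17201, and the last 2 kinds were tested but not named. No genomic positions are given, because the files name no genome build. Genes without a named probe were not analysed here, among them 42 of the 813 genes in the lists. The genes named in the text are those the paper names for these nodules, the 15 called genes with the largest rise and up to 10 with the largest fall among those whose groups do not overlap, and up to 4 genes of each list with the smallest adjusted p. These rules, the tests, 26 gene lists and the alternatives were written before the deposited data were examined, apart from the alternative said to have been added later. The NF-kB lists were written after Fig. 1d, which comes from these nodules, had been read. Other lists also hold genes labelled there, among them IL32, GBP4, LRIG1, MMP9 and SNAI2, so tests of those lists are not independent of that figure. RNF19B, NFKBIA, ARHGAP24, CDK5R1, RNF19A, VNN1, ARL14EPL, COL1A1 and CD14 fall outside the naming rules and were named after their values were seen. BIRC3, which the paper names, had no named probe that passed the filter. A probe above background on no array of 1 group was given a bound, the mean of the brighter group against the mean of the higher of the lowest detected signal and the probe's own signal on each dim array. Such a bound compares group means and holds no sampling error.

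Gene lists were tested with camera in limma with a preset correlation of 0.01 and 1 probe per gene, with Benjamini-Hochberg adjustment over the 25 lists with at least 3 measured genes. Estimated correlations and fry were run beside it. For single genes the 70 assignments of 8 nodules to 2 groups of 4 were enumerated in a two-sided exact permutation test, whose smallest p is 0.0286. The fit was tested on 20 simulated sets of 21188 probes with the means and variances of this comparison and 200 changed probes each. It called 24.6% of probes changed 1.5-fold, 89.0% of those changed 2-fold and 99.2% of those changed 3-fold, and 0.0395% of unchanged probes. The variances used were limma's moderated ones, which are drawn towards a common value, and 48 probes were called in the nodules. The shares called can therefore be higher than in these data. In 20 simulated sets of 11914 genes, the list test called a list shifted by 0.5 on the log2 scale in 20 sets and none of the 23 lists sharing no gene with it. Simulated probes and genes varied independently of each other. In the nodules the estimated correlation within a list reached 0.617, for the cell cycle genes. The simulation therefore does not show how often the list test makes false calls in these data.

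Alternatives set beforehand were no background correction, an offset of 50, cyclic loess, median scaling, the authors' processed table, no detection filter, a detection p under 0.01 on at least 1 array or on all 8, eBayes with a trend and robust priors, array weights, 1 probe per gene, no fold minimum, limma's treat at 1.2-fold, an estimated correlation, the mean over a gene's probes, and leaving out each nodule in turn. With a nodule left out, arrays were normalized again and the same probes were tested. Signal over background limits dim genes: the median intensity of detected probes was 4.51 to 5.77 times that of undetected ones on each array.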

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

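The tests weighed in this part were chosen before their results were seen, while the count of called genes outside the paper's was widened to all called probes after the values were seen, which added CDK5R1 and RNF19A. Over the named genes, 236 groups of 4 nodules were examined, and 11 had 1 nodule apart from the other 3 by the Dixon ratio. Chance flags about 1 in 20 groups, or 11.8 here.

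Among SM83-treated nodules, nodule 27 stood apart for MARCO (ratio 0.951, log2 intensity 6.56 against 5.84 to 5.87), TJP1 (0.870), TAP1 (0.864) and PDIA6 (0.833). Nodule 29 stood apart for GBP4 (0.875, at 8.48 against 8.07 to 8.12) and nodule 26 for PSMB8 (0.891). Among untreated nodules, nodule 23 stood apart for DSC2 (0.851) and HLA-B (0.832), nodule 25 for EREG (0.943) and SLAMF8 (0.892, at 5.76 against 5.09 to 5.16), and nodule 31 for NFKB1 (0.948, at 12.28 against 12.20 to 12.20).

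Of the called genes, 4 are neither discussed in the paper nor among the labels that could be read in Fig. 1d. CDK5R1, an activator of the kinase CDK5, had a log2 fold change of -1.13 (adjusted p = 0.0134 from limma) by a probe above background in 1 of 4 SM83-treated nodules, and its brighter probe -0.28 (adjusted p = 0.574). RNF19A, a ubiquitin ligase gene, had 0.95 (adjusted p = 0.0217), and its brighter probe 0.15 (adjusted p = 0.828). VNN1, a pantetheinase gene, had 1.02 (adjusted p = 0.0401) and was above background in 1 of 4 untreated nodules. ARL14EPL had 1.00 (adjusted p = 0.0259).

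The number of called probes was set against other groupings of the 8 nodules into 4 and 4. Of 35 splits, 1, the real one, gave as many as 48 called probes, and the highest other gave 1. This argues against chance for this count, but a rank of 1 of 35 is the most that 4 nodules against 4 allow. The real split also ranked first for the 39 probes called higher (highest other 1) and the 9 called lower (highest other 0). Both are parts of the same 48 probes, so they add no separate test. For the 4 silenced genes called lower (highest other 0) the splits decide nothing, since the study chose these genes on the real split. For the NF-kB subunits and inhibitors the real split gave the smallest camera p, 5.89e-12, but the next split, which exchanged treated nodule 26 and untreated nodule 25, gave 7.48e-10. For the TNF and NF-kB response genes these p-values were 4.87e-06 and 1.11e-05. Each real split ranked 1 of 35, but both lists were written after the labels of Fig. 1d, which come from the real split, had been read, so these ranks do not exclude chance. Chance cannot be excluded for the 5 other lists called, since 8 of 35 splits called at least as many, up to 9 in a split other than the real one.

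COL6A1, COL6A2, MMP9 and SLAMF8 were higher with SM83, and mouse host cells whose transcripts bind human probes would bring their other abundant transcripts with them. The medians were 0.31 (bootstrap standard error 0.14) over 12 fibroblast and pericyte markers and 0.22 (0.18) over 8 macrophage markers, both under the 0.5 set as the bound. Single markers ranged from -0.26 (COL1A1) to 0.90 (DCN) among the first and from -0.23 (CD14) to 1.07 (LAPTM5) among the second, with 9 of 12 and 6 of 8 above 0. The DCN probe was above background in 3 of 4 SM83-treated and 2 of 4 untreated nodules, and a second DCN probe gave -0.03. The macrophage and monocyte list was called higher under 5 of 22 alternative settings (adjusted p by camera 0.0197 to 0.652). The binding of mouse transcripts to each probe was not measured, and a marker shows host cells only where its probe binds them. A low median therefore cannot exclude host cells as the source of these rises, in part or whole, and most markers were higher with SM83. A response of the cancer cells to SM83 also stays open.

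The fourth SM83-treated nodule is numbered 29 on the arrays and 28 on the blots of Fig. 1. If an untreated nodule carried this label, its called genes would lie near the untreated ones. Over the 26 probes called without it, its mean signed deviation from the untreated mean was 0.858 of the mean of the other 3 treated nodules (1.40 on the log2 scale), against at most 0.0814 for an untreated nodule. The untreated nodules, unlike nodule 29, entered that mean and the choice of probes, so their values are small in part by construction. The share of 0.858 argues against an untreated nodule under that label. Whether nodules 28 and 29 are the same animal was not tested.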

How the results depend on the processing

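The alternative that combines the authors' table with no detection filter was chosen after seeing the data, and all others before. LRIG1 was called under all 20 settings run for it (1.29 to 1.61), as were MMP9, SLAMF8, COL6A2, TRAF1, NFKB2 and NFKBIE under each of theirs. The number of called probes (48), of those higher (39) and lower (9), of genes (36) and of silenced genes called lower (4) moved by over 1.5 times under several settings. Under median scaling they were 31, 15, 16, 23 and 8, under a variance trend with robust priors 90, 70, 20, 67 and 12, with array weights 134, 90, 44, 98 and 10, and with the authors' table without a filter 81, 64, 17, 61 and 12. With treat at 1.2-fold the first 4 were 14, 14, 0 and 9. Silenced genes called lower were 10 without background correction, 9 with an offset of 50 and 10 with the authors' table. Without 1 nodule the ranges were 15 to 42 probes, 14 to 33 higher, 1 to 12 lower, 9 to 33 genes and 0 to 2 silenced genes. The probes called fell to 18 without nodule 22, 15 without 24, 18 without 27, 26 without 29, 18 without 31 and 32 without 26, where fewer samples are tested. SNAI2 was called with the variance trend (-0.88, adjusted p = 0.0346), array weights (-1.07, 0.0262) and the authors' table without a filter (-0.81, 0.0398), and its adjusted p over all settings was 0.0262 to 0.320. Without 1 nodule its log2 fold change was -0.997 to -0.70. EGFR, never called, turned sign with median scaling (-0.14) and array weights (-0.00829), and was -0.11 to 0.17 without 1 nodule. With an estimated correlation the NF-kB subunits and inhibitors and the TNF and NF-kB response genes each had an adjusted p of 0.143, and none (0) of the other lists was called, against 5 with the preset one and 10 under median scaling. Without 1 nodule both NF-kB lists stayed called. Of the other 115 named genes, 71 kept direction and call under every setting, and over 2274 comparisons 87 lost a call, 89 gained one and 34, in 14 genes not called, turned sign. Lost calls, out of 19 or 20 settings, numbered 10 for IL32, 9 for ZG16B, 8 each for BDNF, CITED4, KLHL3, MIRLET7D and PTPRU, 7 each for BCL3 and CST2, 6 for COL6A1, 4 for MERTK, 2 for GBP4 and 1 each for CEMIP and TMEM51. The signs that turned with median scaling were those of BIRC2 (-0.038), CFD (-0.179), ENO3 (-0.108), FCGR3B (-0.0224), KRT10 (-0.129), PDIA6 (-0.0338), RELA (-0.226), ROBO4 (-0.112) and SPRR1A (-0.074), with cyclic loess CBL (0.00656), with array weights HBA2 (0.337), and CXCR2 without background correction (0.00300), with the authors' table (0.00254) and with that table without a filter (0.00254). Without 1 nodule the log2 fold change ran from -0.0138 to 0.313 for BIRC2, -0.0509 to 0.0323 for CBL, -0.144 to 0.0873 for CXCR2, -0.0475 to 0.192 for ENO3, -0.0382 to 0.25 for FPR1, -0.524 to 0.351 for HBA2, -0.0396 to 0.162 for KRT10, -0.0284 to 0.334 for LIPE, -0.0765 to 0.155 for RELA and -0.0428 to 0.217 for ROBO4. Of the 23 other lists, 5 kept direction and call, with 17 calls lost and 13 gained over 503 comparisons, and 23 comparisons, in 7 lists not called, turned direction. Their adjusted p-values were 0.731 for epithelial-mesenchymal transition with median scaling, 0.778 for epithelial genes, 0.483 for hypoxia and 0.585 for cholesterol synthesis with array weights, 0.854 for hypoxia and 0.846 for neutrophils without a filter, 0.974 and 0.847 for the same with the authors' table without a filter, 0.900 and 0.674 for adipocytes with detection at 0.01 on at least 1 and on all 8 arrays, and 0.996, 0.984 and 0.995 for keratinocytes without background correction, with cyclic loess and with the authors' table. Without 1 nodule they ran from 0.288 to 0.968 for epithelial genes, 0.302 to 0.879 for hypoxia, 0.0812 to 0.663 for cholesterol synthesis, 0.520 to 0.968 for adipocytes and 0.590 to 0.966 for keratinocytes. Median scaling gave a median log2 fold change of -0.18 over the tested probes, against 0.00 or -0.01 under the other settings, and a share of higher calls of 48.4%, against 67.2% to 94.4% under the others, treat apart, where all 14 calls were higher. The shift of the median follows from its construction, since it leaves the difference in brightness between the groups. The cause of the other shifts was not tested. No paired analysis was possible because the groups share no mouse number. The neutrophil and skeletal muscle lists had under 3 measured genes under some filters and gave no value there.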

Differences from the paper's values

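The paper reports 65 genes changed by SM83, and its methods apply the thresholds to probes. At the same thresholds 48 probes were called here, within 1.5 times the paper's number, and they name 36 genes, with 7 called probes unnamed. For named genes, of the alternatives set before the data were examined, no background correction (53), an offset of 50 (53), the authors' table (53) and a variance trend with robust priors (67) come within 1.5 times the paper's number, and the others set beforehand do not. The paper reports 50 upregulated genes, and 39 probes, within 1.5 times that number, and 29 named genes were called higher here. For named genes the same 4 settings come within 1.5 times of it (42, 41, 42 and 50), as does the fit with array weights (63), and the others set beforehand do not. The paper reports 15 downregulated genes. Here 7 genes and 9 probes were called lower. For genes the settings within 1.5 times are no background correction (11), an offset of 50 (12), median scaling (13), the authors' table (11), the variance trend (17) and the fit without untreated nodule 23 (11). For probes they are no background correction (13), an offset of 50 (13), cyclic loess (11), median scaling (16), the authors' table (13), the variance trend (20) and the fit without untreated nodule 23 (12). All other settings set beforehand stay outside. The authors' table without a detection filter, an alternative chosen after seeing the values, comes within 1.5 times of all 3 numbers with 61 genes, 47 higher and 14 lower (17 lower probes), and does not call 5 of the 57 labels of Fig. 1d that could be read and measured.

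The paper names SNAI2 among the downregulated genes. Here its log2 fold change was -0.88, with the 4 SM83 values below the 4 untreated values, and its adjusted p was 0.117. It was called with the variance trend (adjusted p = 0.0346) and array weights (adjusted p = 0.0262), both set beforehand, and with the authors' table without a filter (adjusted p = 0.0398), chosen after seeing the values. With the authors' table and the detection filter its log2 fold change was -0.81, at an adjusted p of 0.0514 from limma. Of the 57 labels, all 15 drawn as lower and 41 of 42 drawn as higher had the same direction here by their representative probe, the exception being ARHGAP24 at -0.11 (adjusted p = 0.834), of which another probe gave 1.04. A probe was called for 26 of the higher and 6 of the lower labels. Labels called were 52 of 57 with the variance trend, 52 with array weights, 48 without background correction, 48 with the authors' table, 47 with an offset of 50, 52 with the authors' table without a filter, 35 with cyclic loess, 35 with detection on all 8 arrays at 0.01, 31 with detection at 0.01 on at least 1 array, 30 with 1 probe per gene, 25 without a filter, 20 with median scaling (10 of the 42 higher and 10 of the 15 lower labels) and 8 to 24 without 1 nodule. Of the silenced genes, which the paper lists as downregulated, 4 of 13 were called by their brightest probe and 5 by any probe, and by their brightest probe 12 were called with the variance trend, 12 with the authors' table without a filter, 10 with array weights, 10 without background correction, 10 with the authors' table, 9 with an offset of 50, 8 with median scaling, 6 with detection on all 8 arrays at 0.01, 5 with cyclic loess, 5 with 1 probe per gene, 4 with detection at 0.01 on at least 1 array, 3 without a filter and 0 to 2 without 1 nodule. The paper states that most of the changed genes depend on NF-kB, and 5 of the 36 called genes were in the NF-kB lists used here, which do not cover all such genes.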

Other observations

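Of 60 measured interferon response genes 1, GBP4, was called higher and none lower (4 higher and 0 lower when adjusted over the list alone), and the median log2 fold change was 0.15 (camera adjusted p = 2.60e-06, adjusted p = 0.161 with an estimated correlation, adjusted p = 0.0452 by fry). XAF1 (0.75, adjusted p = 0.101), PSMB9 (0.58, adjusted p = 0.133) and IFITM1 (0.64, adjusted p = 0.142) followed. Of 17 measured genes of MHC class I presentation none was called (0 when adjusted over the list alone), and the median was 0.20 (adjusted p = 8.92e-05, adjusted p = 0.264 with an estimated correlation, adjusted p = 0.0751 by fry), with TAP1 at 0.47 (adjusted p = 0.231) and HLA-B at 0.35 (adjusted p = 0.387). Of 25 cytokines and chemokines 1, IL32, was called higher (3 higher and 1 lower when adjusted over the list alone), with a median of 0.20 (adjusted p = 0.000576, adjusted p = 0.198 with an estimated correlation, adjusted p = 0.0751 by fry). TNFSF10, the gene of the death ligand TRAIL, had a log2 fold change of 1.49 (adjusted p = 0.0741) and IL11 one of -1.06 (adjusted p = 0.102). Of 57 cell cycle genes none was called (0 when adjusted over the list alone), with a median of 0.13 (adjusted p = 0.00152, adjusted p = 0.710 with an estimated correlation, adjusted p = 0.596 by fry). The number of these other lists called was matched by other splits of the nodules, as given with those counts, so they are described here only as values.

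Of 24 measured matrix proteases and inhibitors 1, MMP9, was called higher (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.105). The list was called under 4 of 22 alternative settings, with a camera adjusted p of 0.00632 to 0.977. MMP7 had a log2 fold change of 1.11 (adjusted p = 0.192), MMP3 0.63 (adjusted p = 0.212) and PAPPA -1.19. Among untreated nodules MMP7 was above background in 2 of 4 and MMP3 in 1 of 4. Of 29 death receptor and apoptosis genes none was called (2 higher when adjusted over the list alone, adjusted p = 0.105), and TNFRSF10A, a TRAIL receptor gene, was at 0.59 (adjusted p = 0.217). Of 23 genes of epithelial-mesenchymal transition none was called (2 lower when adjusted over the list alone, adjusted p = 0.478), with ZEB1 at -0.48 (adjusted p = 0.353). Of 23 targets of YAP and TEAD none was called (2 higher and 1 lower when adjusted over the list alone, adjusted p = 0.502), with NUAK2 at 1.22 (adjusted p = 0.0929, above background in 1 of 4 untreated nodules) and CCN2 at -0.63. No member was called in the lists of epithelial genes (camera adjusted p = 0.722), hypoxia (0.883), cholesterol synthesis (0.407), the unfolded protein response (0.354) and cytosolic ribosomal proteins (0.390). The list of upstream NF-kB signaling had an adjusted p of 0.502 (a mean log2 fold change of 0.11 and a median of -0.06), and that of the EGFR family one of 0.854 (mean 0.05, median -0.02). For other cell types the adjusted p was 0.105 for endothelial cells, 0.105 for macrophages and monocytes, 0.535 for neutrophils, 0.299 for skeletal muscle, 0.830 for adipocytes and 0.994 for skin keratinocytes, with no member called. Of red blood cell markers only HBA2 was measured, at -0.04 (adjusted p = 0.986).

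For the targets of SM83, which the paper measured as proteins, BIRC2, the gene of cIAP1, had a log2 fold change of 0.13 in RNA (standard error 0.20, 95% confidence interval -0.31 to 0.57, adjusted p = 0.852 from limma) and XIAP one of -0.26 (standard error 0.13, 95% confidence interval -0.56 to 0.03, adjusted p = 0.526).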
